# Gemin5-dependent RNA association with polysomes enables selective translation of ribosomal and histone mRNAs

**DOI:** 10.1007/s00018-022-04519-4

**Published:** 2022-08-20

**Authors:** Azman Embarc-Buh, Rosario Francisco-Velilla, Juan Antonio Garcia-Martin, Salvador Abellan, Jorge Ramajo, Encarnacion Martinez-Salas

**Keywords:** RNA-binding proteins, Polysome enrichment, Protein synthesis, TOP mRNAs, Histone mRNAs

## Abstract

Selective translation allows to orchestrate the expression of specific proteins in response to different signals through the concerted action of cis-acting elements and RNA-binding proteins (RBPs). Gemin5 is a ubiquitous RBP involved in snRNP assembly. In addition, Gemin5 regulates translation of different mRNAs through apparently opposite mechanisms of action. Here, we investigated the differential function of Gemin5 in translation by identifying at a genome-wide scale the mRNAs associated with polysomes. Among the mRNAs showing Gemin5-dependent enrichment in polysomal fractions, we identified a selective enhancement of specific transcripts. Comparison of the targets previously identified by CLIP methodologies with the polysome-associated transcripts revealed that only a fraction of the targets was enriched in polysomes. Two different subsets of these mRNAs carry unique cis-acting regulatory elements, the 5’ terminal oligopyrimidine tracts (5’TOP) and the histone stem-loop (hSL) structure at the 3’ end, respectively, encoding ribosomal proteins and histones. RNA-immunoprecipitation (RIP) showed that ribosomal and histone mRNAs coprecipitate with Gemin5. Furthermore, disruption of the TOP motif impaired Gemin5-RNA interaction, and functional analysis showed that Gemin5 stimulates translation of mRNA reporters bearing an intact TOP motif. Likewise, Gemin5 enhanced hSL-dependent mRNA translation. Thus, Gemin5  promotes polysome association of only a subset of its targets, and as a consequence, it favors translation of the ribosomal and the histone mRNAs. Together, the results presented here unveil Gemin5 as a novel translation regulator of mRNA subsets encoding proteins involved in fundamental cellular processes.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00018-022-04519-4.

## Background

Regulation of protein synthesis plays a key role in shaping the cellular proteome. Indeed, regulation of translation is a prominent mechanism among post-transcriptional pathways affecting the abundance of proteins [1]. Such mechanisms can be general, affecting most transcripts in the cell, or selective, by regulating a subset of related mRNAs. Selective translation is essential for the cellular response to physiological and stress conditions, which in turn ensures adaptation and survival of all organisms [2].

Gemin5 is a predominantly cytoplasmic RNA-binding protein (RBP) that recognizes and delivers the small nuclear RNAs (snRNAs) to the survival of motor neurons (SMN) complex [3, 4]. This process allows the assembly of the small ribonucleoproteins (snRNPs), which are essential components of the spliceosome [5]. However, a large part of Gemin5 is found outside of the SMN complex [6], suggesting that it may perform additional functions. Consistent with this notion, this protein participates in various cellular processes, including tissue regeneration [7], recognition of 7S RNA Signal Recognition Particle (SRP) [8], trans-splicing [9], and translation control [10]. In further support of the critical activities of this ubiquitously expressed protein for cell growth, recent studies showed that human *Gemin5* variants cause developmental disorders presumably due to decreased levels of endogenous Gemin5 protein [11–14], summing up to the observation that a null KO mouse is embryonic lethal [12], as well as in zebrafish and Drosophila [13, 15].

The multifunctional activities of Gemin5 rely on its modular organization, consisting of different domains that enable the association of a wide range of RNAs and proteins. Gemin5 contains at the N-terminal half a 14 WD repeat domain that recognizes the Sm-site of snRNAs and the m^7^G cap via base-specific interactions [16–18]. The middle region comprises a TPR-like domain responsible for Gemin5 dimerization [19]. In addition, Gemin5 harbors at the most C-terminal part a non-canonical RNA-binding site [20].

Regarding its role in translation control, Gemin5 was identified as a ribosome-binding protein and as a negative regulator of protein synthesis [21–23]. However, recent studies have shown that Gemin5 can stimulate translation of selective mRNAs. Gemin5 interacts with a structural element present on its own mRNA stimulating translation, providing a positive feedback loop that auto-regulates its cellular levels [10]. In another study, it was found that Gemin5 binds to the 3’UTR of the SMN mRNA enhancing its translation [24]. Moreover, Gemin5 was identified as a factor bound to viral internal ribosomal entry site (IRES) elements down-regulating IRES-dependent translation [23]. Gemin5 also interacts with the viral RNA of Sindbis virus [25]. Collectively, these results suggest that Gemin5 plays a key role in selective translation recognizing structural elements of its RNA targets.

The dynamic interplay between RBPs and mRNA cis-acting elements regulates translation using distinct mechanisms of action [26–28]. The still underestimated functions of cis-acting regulatory elements, in many cases combining sequence and RNA structure, is exemplified by IRES elements, AU-rich elements (AREs), 5’terminal oligopyrimidine tracts (5’TOP), or the metazoan histone stem-loop (hSL) structures, among others. The 5’TOP motif is typically present in mRNAs that encode proteins related to translation, including all ribosomal proteins [29]. Translation of the TOP mRNA family is mediated by trans-regulators that recognize this motif in response to different physiological conditions [30–32]. Another special case of translation is represented by the histone mRNA family, a unique group of not polyadenylated mammalian mRNAs [33, 34]. The mature histone mRNAs are generated by a single endonucleolytic cleavage between two cis-acting elements. Upstream of the cleavage site there is a conserved hairpin structure, designated hSL, recognized by the stem-loop-binding protein (SLBP), while the downstream element anneals to the 5’end of the minor U7 snRNP [35].

Here, we sought to identify at a genome-wide scale mRNAs translationally regulated by Gemin5. We show that Gemin5 up-regulates processes related with protein synthesis and nucleic acid metabolism. Among these transcripts, we have found nearly all mRNAs encoding ribosomal proteins and several histone mRNAs, which bear specific cis-regulatory elements. RNA immunoprecipitation studies revealed the binding of Gemin5 with these mRNAs in the cellular context. Functional translation assays confirmed that Gemin5 regulates translation of TOP and histone mRNA reporters. Together, our results shed light on the mRNAs selectively regulated by Gemin5 at the translational level by the specific recognition of RNA-regulatory elements.

## Results

### Gemin5 modulates the association with polysomes of different subsets of mRNAs

To identify the mRNAs associated with translationally active polysomes regulated by Gemin5, we prepared four independent biological samples of Gemin5-depleted HEK293 cells (siRNAG5) and control cells (Ctrl). Gemin5 depletion, ranging between 10 and 35%, was verified by western blot (Fig. 1a). Then, individual cell lysates were subjected to polysomal fractionation. 

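HEK293 is an established line of human embryonic kidney cells, and Gemin5 was silenced in it with a small interfering RNA (siRNA), a short double-stranded RNA that directs the cleavage of a matching mRNA. Cytoplasmic lysates (Input) and pooled heavy fractions of sucrose gradients (Polysome) from 4 independent samples of siRNAG5 cells and 4 of Ctrl cells gave 16 libraries, 4 in each of the 4 groups. The paper describes a control siRNA, whereas the sample labels call the Ctrl cultures untreated, so the treatment of the Ctrl cells is known only as being without the Gemin5 siRNA. Libraries were made from polyadenylated RNA by a stranded protocol, and the paper states 30 M reads sequenced per sample. The authors aligned the reads to GRCh38 with STAR, counted them per Ensembl gene with QoRTs and deposited whole-number counts without normalization. Reads counted on genes, which are the depth behind all values given here, ranged from 13347866 to 18053614 (median 14193559) in Input Ctrl, from 18411789 to 24511299 (median 20428398) in Input siRNAG5, from 11145324 to 14955873 (median 12776340) in Polysome Ctrl and from 14407396 to 16884295 (median 15810264) in Polysome siRNAG5. The siRNAG5 libraries were thus deeper than the Ctrl libraries in Input. Reads that aligned to several places, which the counting left out, made up 5.19 ± 0.230% and 5.54 ± 0.339% of the reads in the Input Ctrl and Input siRNAG5 libraries, but 25.9 ± 5.39% and 31.1 ± 7.65% in the Polysome Ctrl and Polysome siRNAG5 libraries (SD, n = 4 each). From these counts, siRNAG5 was compared with Ctrl within each fraction by edgeR's quasi-likelihood test with TMM normalization and its expression filter. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 FC beyond 0.5. The paper's text states P without saying whether it was adjusted, the P of Dataset 1 is the unadjusted p of DESeq2, and the count of called genes depends on that choice in the Polysome comparison.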

In each case, the mRNAs present in polysomes (Polysome) and cytoplasmic cell lysates (Input) were extracted and analyzed by RNA-Seq (Fig. 1b). Principal component analysis (PCA) showed minimal variations among the four biological replicates of each condition (Fig. 1c), confirming the reproducibility of the assay.

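Principal components were computed from log2 CPM (counts scaled to the library size after TMM normalization) of 14958 genes over all 16 libraries, centred for each gene. The first component held 54.1% of the variance and separated the fractions, with the Input libraries at scores of -57.0 to -41.02 and the Polysome libraries at 29.05 to 73.3. The second component held 17.1% and separated siRNAG5 from Ctrl within each fraction, at 23.58 to 31.78 against -28.38 to -10.84 in Input and at 16.55 to 33.12 against -46.64 to -20.74 in Polysome. The third component held 8.26% and divided the Polysome libraries across the treatments. On it, Polysome Ctrl 1, siRNAG5 1 and siRNAG5 4 had scores of 38.47, 35.29 and 35.59, Ctrl 2 was at 2.16, and the other 4 Polysome libraries lay between -26.26 and -16.02. With the 500 most variable genes alone, the first component held 63.2% and the second 25.5%. On that second component, Input Ctrl 3 and 4 (25.18 and 23.94) lay apart from Input Ctrl 1 and 2 (-4.13 and -4.9). The latter lay near the Input siRNAG5 libraries (-8.66 to -7.95), whereas in Polysome it separated siRNAG5 from Ctrl. The spread between replicates was wider in polysomes. The median SD of log2 CPM over genes was 0.17 in Input Ctrl and 0.16 in Input siRNAG5, against 0.30 in Polysome Ctrl and 0.29 in Polysome siRNAG5, and edgeR's estimate of the biological coefficient of variation was 0.0806 in Input and 0.216 in Polysome. From the position of the replicates, the paper concludes that the assay was reproducible (Fig. 1c).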

**Fig. 1:**
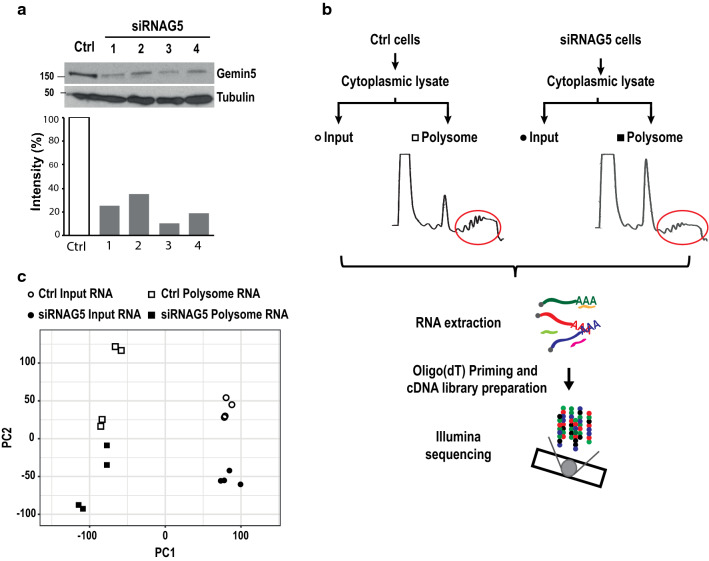
Flow-chart of the approach used to analyze Gemin5-dependent regulation of polysome associated RNAs. **a** Immunoblotting of Gemin5 prepared from control (Ctrl) and 4 independent samples of Gemin5-depleted cells (siRNAG5) using anti-Gemin5 antibody. Tubulin was used as loading control. The quantification of the Gemin5 silencing in four independent replicas relative to siRNA control (Ctrl) is shown below. **b** Overview of the procedure carried out to identify mRNAs associated with polysomes in Gemin5-depleted cells. Cytoplasmic lysates from 4 independent biological replicates of control (Ctrl) and Gemin5-depleted cells (siRNAG5) were prepared. RNA was extracted from Input samples and from the combined polysomal fractions (depicted by a red oval). After oligo(dT)-primed cDNA libraries preparation, mRNAs were identified by Illumina sequencing. **c** Principal component analysis (PCA) of Input and Polysome samples prepared from Ctrl and siRNAG5 cells

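In Input, 14134 genes passed the expression filter, and 851 of them were called with reduced and 1479 with increased read counts in siRNAG5 cells by edgeR. All 4 siRNAG5 libraries lay beyond all 4 Ctrl libraries for 4834 genes (34.2%), where chance gives 2.86%, and 2008 of the 2330 called genes were among these. A fit of all 16 libraries with a shared spread called 805 genes lower and 990 higher, DESeq2 without shrinkage 916 and 1104, and edgeR without Input Ctrl 2 called 696 and 1197. The largest increase among called genes without overlap between the groups was that of INPP5D (ENSG00000168918, chromosome 2 of GRCh38 from 233059967 to 233207903), at 0.227 ± 0.0645 CPM in Ctrl and 3.45 ± 0.538 CPM in siRNAG5 (SD, n = 4 each), a log2 FC of 3.89 (standard error 0.29, adjusted p = 4.224e-11 from edgeR's quasi-likelihood test). GDF15 (ENSG00000130513, chromosome 19 from 18374731 to 18389176) rose from 1.16 ± 0.164 to 13.9 ± 2.00 CPM (SD, n = 4 each), a log2 FC of 3.57 (standard error 0.16, adjusted p = 1.699e-15 from the same edgeR test). The next 3 were DES, CSPG4 and C1QTNF4, with log2 FC of 3.03, 2.83 and 2.61. The largest decrease was that of the histone gene H3C12 (ENSG00000197153, chromosome 6 from 27890315 to 27893106), a log2 FC of -2.47 (standard error 0.40, adjusted p = 1.299e-05 from the same edgeR test) on only 57 reads over the Ctrl and 15 over the siRNAG5 libraries. It was followed by SNORD17 at -1.98, MID1IP1-AS1 at -1.84, APOA1 at -1.80 and PROK2 at -1.79. APOA1 is a liver gene, and reads of such genes were unevenly spread over the 4 Input Ctrl libraries.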

The statistical analysis of the mRNAs differentially altered in the mRNA pool (Input) in Gemin5-depleted cells compared to control cells (*P* < 0.05 and log2 FC < − 0.5 or log2 FC > 0.5) showed 865 genes with significantly reduced read counts, while these were significantly enriched for 1256 genes (Fig. 2a), indicating that Gemin5 regulates the steady state of cellular mRNAs. 

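Of the genes called in Input, the 851 with reduced read counts had a median -log10 p of 6.79 in the quasi-likelihood test, against 3.68 for the 1479 with increased read counts. The groups also differed in abundance, with a median log2 CPM of 4.82 for the reduced and 1.74 for the increased genes, so that the reduced genes rested on more reads. With DESeq2 and a normal prior on the fold change, the medians were 11.05 over 821 reduced and 3.86 over 1006 increased genes. The smallest unadjusted p was 1.126e-17 among the reduced and 1.202e-19 among the increased genes by edgeR, and 7.106e-72 and 1.362e-65 by DESeq2 with the normal prior.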

We noticed a large number of downrepresented transcripts with high -log10 *P*-value compared to the overrepresented RNAs. 

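Genes of splicing, ribosome assembly, tRNA processing, translation and mitochondrial import were read from the networks of Fig. S1 and looked up one by one, without a test of the lists, since the networks were drawn from these libraries. All 34 genes shown there were called lower in Input, and in each of them all 4 siRNAG5 libraries lay below all 4 Ctrl libraries. Among the 8 splicing genes, the log2 FC ranged from -1.40 for GEMIN5 itself to -0.74 for U2AF2, with WDR77 at -1.10 (standard error 0.08, adjusted p = 2.071e-11 from edgeR). The 8 ribosome biogenesis genes lay between -0.98 for NOP56 and -0.77 for NOP2, and the 3 tRNA modification genes between -1.08 for METTL1 and -0.76 for PUS1. The 7 translation genes ranged from -1.13 for PDF to -0.83 for MRPL23, and the 8 mitochondrial transport genes from -0.91 for TIMM10 to -0.75 for PPIF. The highest adjusted p among all of them was 4.433e-07 for TRMT61A in edgeR's quasi-likelihood test. In the Polysome libraries 30 of these genes were also called lower.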

Detailed analysis of the down-represented group of transcripts identified networks related to RNA splicing, Ribosome biogenesis, tRNA modification, Translation, and Mitochondrial transport (Fig. S1). None of these networks were detected within the overrepresented mRNAs that instead contained an Antigen processing and presentation network.

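The genes drawn in the antigen presentation network of Fig. S1 were PROCR and 5 class II genes of the HLA region on chromosome 6, a family of similar genes between which the counting could split reads. All 6 were called higher in Input without overlap between the groups, from 0.81 for HLA-DQB1 (standard error 0.08, adjusted p = 1.659e-09 from edgeR's quasi-likelihood test) to 1.80 for HLA-DPB1 (standard error 0.21, adjusted p = 8.423e-08 from the same test). HLA-DMA rose by 1.49 and HLA-DRB1 by 1.16 on the log2 scale. In the Polysome libraries 5 of the 6 were called higher, HLA-DRB1 being the exception at a log2 FC of 0.49 (adjusted p = 0.105 by edgeR).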

**Fig. 2:**
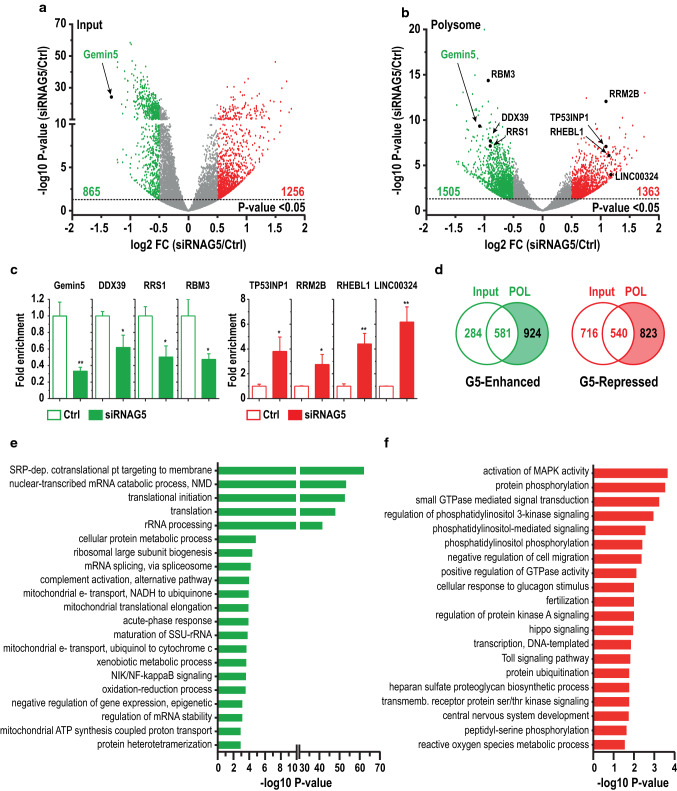
Identification of mRNAs differentially associated with polysomes in Gemin5-depleted cells. Volcano plots showing the log2 FC (X) versus − log10 *P* value (Y) of each mRNA detected in the RNA-Seq analysis from the four replicas for the Input (**a**), and the Polysome (**b**), using as cutoff − 0.5 > log2 FC > 0.5 and *P* < 0.05. A black arrow depicts the detection of Gemin5 RNA in the Input and the Polysome. **c** RTqPCR validation of polysome-bound mRNAs using specific primers for Gemin5, DDX39, RRS1, RBM3, TP53INP1, RRM2B, RHEBL1, and LINC00324. **d** Venn diagrams depicting the overlapping mRNAs significantly enhanced or repressed by Gemin5 in the Input and Polysome (POL) samples, considering the mRNAs not significantly altered in the Input samples. Gene ontology classification obtained for mRNAs belonging to G5-Enhanced (**e**) and G5-Repressed groups (**f**). The top GO terms of the biological processes are represented according to *P* value; cutoff was set to 10^–3^

For the polysome-bound mRNAs (Polysome), we identified 1505 genes with significantly reduced read counts, whereas a significant enrichment was observed for 1363 genes (Fig. 2b). Thus, the number of mRNAs differentially associated with polysomes (2868) was 26% greater than those showing altered levels in total lysates (2121), suggesting that Gemin5 exerts a higher impact on translation than in the steady state of mRNAs. 

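With the calling rule applied in Input, 577 genes were called lower and 569 higher among the 14420 genes tested in the Polysome libraries. These counts moved with the choice of test more than those of Input did. The unadjusted p in place of the adjusted p gave 1343 lower and 1599 higher, and DESeq2 without shrinkage at the adjusted p gave 1200 and 771, so that 39.1% of the called genes were higher where edgeR had 49.7%. Leaving out Polysome Ctrl 2 left 113 lower and 76 higher. All 4 siRNAG5 libraries lay beyond all 4 Ctrl libraries for 2629 genes (18.2%), and for 1107 of the 1146 called genes. The largest decreases were those of APOB, SERPINA1, FGA, ALB and TF, all liver genes, for which the 4 siRNAG5 libraries together held 0, 0, 0, 3 and 0 reads, against 1126, 730, 560, 2000 and 322 reads in the 4 Ctrl libraries. In Input, ALB had between 0 and 585 reads in the single Ctrl libraries. The largest increases were those of GDF15 with a log2 FC of 3.87 (standard error 0.24, adjusted p = 1.571e-05 from edgeR), INPP5D at 3.11, FUT1 at 2.95, CDC42EP5 at 2.77 and PINCR at 2.71.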

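By edgeR with the adjusted p, 1146 genes were called in Polysome and 2330 in Input. At the adjusted p, DESeq2 gave 1971 and 2020 without shrinkage and 1890 and 1827 with a normal prior. With the unadjusted p the totals were 2942 and 2602, and with DESeq2 and a normal prior at the unadjusted p 2952 and 2127. With all 16 libraries in one fit, which gives both fractions a shared spread, they were 2597 and 1795. The change in Polysome minus the change in Input was also tested gene by gene in one model over the 16 libraries. Among 14958 genes, 0 were called lower and 0 higher by edgeR, whereas 517 were lower and 272 higher at an unadjusted p under 0.05. DESeq2 without shrinkage called 12 lower and 18 higher for the same contrast. In edgeR, length and GC offsets gave 19 lower and 3 higher. With 1 surrogate variable, chosen after the data were seen, 346 were called lower and 110 higher. When Polysome and Input libraries of the same replicate number were subtracted, the 4 differences in siRNAG5 lay beyond the 4 in Ctrl for 630 genes (4.21%), where chance gives 2.86%. From the larger number of altered mRNAs in its Polysome comparison, the paper proposes that Gemin5 acts more on translation than on the amounts of mRNA.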

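GEMIN5 (ENSG00000082516) lies on chromosome 5 of GRCh38 from 154887411 to 154938211, on the minus strand. The siRNA sequence matches 1 gene in full, at CCTTAATCAAGAAGAGAAA on chromosome 5 from 154904608 to 154904626. All 19 bases are coding sequence in exon 18 of the 28 exons of the canonical transcript. Upstream of it the mRNA reads AAAAGGAGCCACCAAAAGAGAAGCCAGAAA, and downstream AGCTCGTTCCTTGCTTCCCCTGAGTACAAG. In Input, GEMIN5 was at 14.1 ± 1.85 CPM in Ctrl and 5.34 ± 0.426 CPM in siRNAG5 (SD, n = 4 each), a log2 FC of -1.40 (standard error 0.12, adjusted p = 3.105e-10 from edgeR's quasi-likelihood test). In Polysome, it was at 9.25 ± 1.75 and 3.40 ± 0.654 CPM (SD, n = 4 each), a log2 FC of -1.44 (standard error 0.21, adjusted p = 0.00477 by edgeR). No siRNAG5 library overlapped the Ctrl libraries of its fraction. With each library left out in turn, the log2 FC stayed between -1.46 and -1.34 in Input and between -1.55 and -1.33 in Polysome, and the fractions did not differ (difference -0.07, adjusted p = 0.970 by edgeR).

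**Figure D1:**
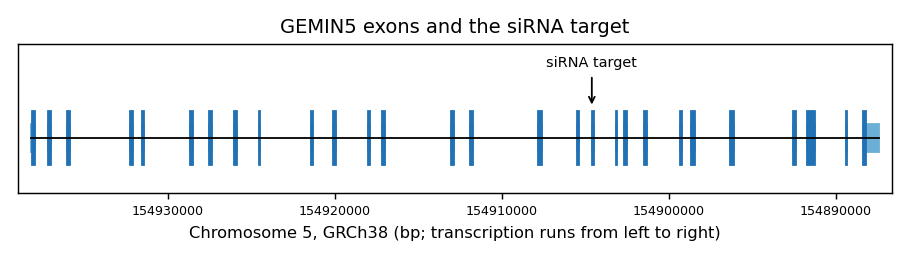
Exons of the canonical GEMIN5 transcript (28, tall boxes coding, low boxes untranslated) along chromosome 5 of GRCh38 in base pairs, drawn in the direction of transcription. The arrow marks the siRNA target in exon 18.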

As expected from the silencing strategy, the Gemin5 mRNA was significantly decreased in siRNAG5 cells in both cases, the input and the polysome (Fig. 2a and b). 

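Apart from GEMIN5, 7 mRNAs were chosen for a comparison of RNA-Seq with RTqPCR in polysomes, and their RNA-Seq values in Polysome were as follows. DDX39 primers match DDX39A (ENSG00000123136, chromosome 19 from 14408798 to 14419383), with a product of 101 nt in 5 of its transcripts. DDX39A fell from 289.6 ± 81.0 to 125.3 ± 7.21 CPM (SD, n = 4 each), a log2 FC of -1.21 (standard error 0.20, adjusted p = 0.00851 from edgeR). RRS1 had a log2 FC of -1.24 (adjusted p = 0.00885 by edgeR) and RBM3 of -1.20 (adjusted p = 0.00293 by edgeR). TP53INP1 rose from 3.55 ± 0.666 to 8.51 ± 1.42 CPM (SD, n = 4 each), a log2 FC of 1.26 (standard error 0.21, adjusted p = 0.00859 by edgeR), RRM2B had a log2 FC of 1.19 (adjusted p = 0.00209) and RHEBL1 of 1.35 (adjusted p = 0.0117). These 6 genes stayed called with any single Polysome library left out. LINC00324 rose from 0.633 ± 0.506 to 2.33 ± 0.848 CPM (SD, n = 4 each), a log2 FC of 1.93 (standard error 0.47, adjusted p = 0.0316 by edgeR). It kept its call in 3 of the 8 fits that each left out 1 library, and its Ctrl 1 value overlapped the siRNAG5 libraries. In Input, the 7 genes changed in the same direction, from -0.91 for RBM3 to 1.25 for LINC00324, and RRM2B was the only one of them not called there (log2 FC 0.29, adjusted p = 0.145 by edgeR).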

RTqPCR validation of Gemin5 mRNA and seven randomly selected mRNAs, including down-represented (DDX39, RRS1, and RBM3) and overrepresented genes (TP53INP1, RRM2B, RHEBL1, and LINC00324) in polysome Gemin5-depleted relative to control cells, fully confirmed the reliability of the RNA-Seq data (Fig. 2c).

Considering the functional relevance of Gemin5 for the assembly of the SMN complex [5], as well as its role in selective translation [10, 24], we examined the effect of Gemin5 silencing on the mRNA abundance of members of the SMN complex. Concomitant reduced levels of Gemin5 and Gemin6 mRNAs were observed. However, the remaining SMN complex mRNAs (Gemin2, 4, 8, and Smn1-2) were below the cutoff criteria (Fig. S2). Furthermore, we observed Gemin6 and Gemin7, but not Smn1-2, within the group of mRNAs significantly enriched in polysomes.

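In Input, GEMIN6 (ENSG00000152147, chromosome 2 of GRCh38 from 38751534 to 38785002) fell from 107.3 ± 9.21 to 55.7 ± 5.35 CPM (SD, n = 4 each), a log2 FC of -0.95 (standard error 0.08, adjusted p = 1.574e-10 from edgeR's quasi-likelihood test), without overlap between the groups. Over the 10 mRNAs of the complex taken as a list, the median log2 FC was -0.17 in Input, 8 were lower, and 2 (GEMIN5 and GEMIN6) were called both over all genes tested and adjusted over the list alone. The paper chose this list for these samples, so the list count is not independent evidence.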

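Among the remaining members in Input, GEMIN2 had a log2 FC of -0.19 (adjusted p = 0.0369 by edgeR), GEMIN4 of -0.16, GEMIN8 of 0.25, STRAP of -0.05 and DDX20 of 0.00. GEMIN7 fell by 0.40 on the log2 scale (standard error 0.07, adjusted p = 7.602e-05 by edgeR) without overlap between the groups, and none of these went beyond 0.5. SMN1 and SMN2 are near-identical copies between which reads could be split or lost as ambiguous, and their log2 FC of -0.02 and -0.20 are uncertain for that reason.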

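In the Polysome libraries, GEMIN6 fell by 0.99 on the log2 scale (standard error 0.19, adjusted p = 0.0134 by edgeR) and was called, and leaving out 1 of the 8 libraries at a time kept the call in 7 fits. GEMIN7 (ENSG00000142252, chromosome 19 from 45079195 to 45091518) went from 166.4 ± 38.9 to 106.9 ± 25.1 CPM (SD, n = 4 each), a log2 FC of -0.64 (standard error 0.21, adjusted p = 0.0732 by edgeR), which was not called, and its difference from the change in Input was -0.26 (adjusted p = 0.869 by edgeR). GEMIN4 was at -0.39 (adjusted p = 0.192 by edgeR), and SMN1 and SMN2 were at -0.23 and -0.30.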

To investigate the mRNAs whose translation could be selectively regulated by Gemin5, we selected mRNAs showing significant changes in polysomes but remained constant in the Input samples. These criteria were imposed to avoid post-transcriptional effects that might influence their association to polysomes. Using these cutoff criteria, we identified 924 mRNAs downrepresented upon depletion of Gemin5 (henceforth termed as G5-Enhanced), and 823 genes overrepresented in siRNAG5 cells (from now on termed G5-Repressed) (Fig. 2d and Dataset 1). These results suggest that Gemin5 can act as a down-regulator of protein synthesis for a subset of mRNAs, but also as a translation stimulator for a different group of mRNAs.

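The rule of a call in Polysome without a call in the same direction in Input gave 237 G5-Enhanced and 230 G5-Repressed genes here. Of these, 185 and 214 are in Dataset 1. The unadjusted p gave 756 and 830, and leaving out Polysome Ctrl 2 gave 59 and 16. The 237 G5-Enhanced genes include 19 of the 27 genes of a liver list, whose reads came almost only from Ctrl libraries. In Polysome the median log2 FC was -0.76 for the G5-Enhanced and 0.82 for the G5-Repressed genes. Of the 193 G5-Enhanced genes that could be tested in Input, 185 were lower there too, 150 of them at an adjusted p under 0.05 in edgeR's test, with a median of -0.37. Of the 190 G5-Repressed genes tested in Input, 162 were higher there, 48 at an adjusted p under 0.05, with a median of 0.32. Over the 13708 genes tested in both fractions, the log2 FC in Input and in Polysome had a Pearson r of 0.717 across genes, which are not independent replicates. Requiring that a gene have no adjusted p under 0.05 in Input left 85 G5-Enhanced and 180 G5-Repressed genes. These include all genes of the sets that could not be tested in Input, so they are not shown to be unchanged there. When the difference between the fractions was tested directly, 80 of the 237 and 77 of the 230 had an unadjusted p under 0.05, and 0 of either set passed the adjusted p in edgeR. With 1 surrogate variable, chosen after the data were seen, 42 and 29 were called for that difference, and 164 and 43 of the sets of Dataset 1. The paper set these criteria to keep out post-transcriptional effects that could bear on polysome association. From the resulting groups it proposes that Gemin5 represses the translation of some mRNAs and stimulates that of others.

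**Figure D2:**
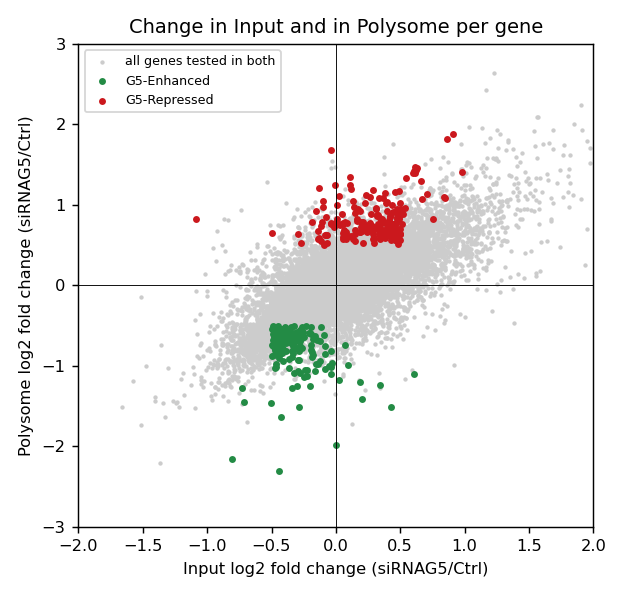
Log2 FC (siRNAG5/Ctrl) in Input (horizontal axis) and in Polysome (vertical axis) for the genes tested in both, each point 1 gene, with 193 G5-Enhanced (green) and 190 G5-Repressed (red) genes of the re-analysis. Grey points are all 13708 genes, of which 22 lie beyond the axes, and most of the green and red points lie on the same side of 0 in Input as in Polysome.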

### Gemin5 enhances polysome association of functionally related mRNA subsets

The biological pathways regulated by Gemin5 were analyzed using DAVID V6.8 [36]. The GO terms obtained with G5-Enhanced mRNAs were greatly enriched (*P* values 10^–63^–10^–42^) in various steps related to protein synthesis (Fig. 2e), such as SRP-dependent cotranslational protein targeting to membrane, nuclear-transcribed mRNA catabolic process, nonsense-mediated decay, translational initiation, translation, and rRNA processing. Other processes identified in this group (*P* values 10^–5^–10^–4^) were the ribosomal large subunit biogenesis, mRNA splicing via spliceosome, mitochondrial translation elongation, maturation of SSU-rRNA, or regulation of mRNA stability (Fig. 2e). Conversely, the GO terms identified in the G5-Repressed group display much lower *P* values (10^–4^–10^–3^) including activation of MAPK activity, protein phosphorylation, small GTPase mediated signal transduction, and regulation of phosphatidylinositol 3-kinase signaling (Fig. 2f). Of note, the top G5-Enhanced processes have about 20-fold higher statistical significance than the G5-Repressed ones, despite the number of transcripts significantly altered is similar in both groups (924 and 823, respectively) (Fig. 2d). These results suggest that G5-Enhanced mRNAs encode for proteins belonging to closely related pathways, whereas G5-Repressed transcripts encode proteins with diverse, separate functions.

The mRNAs differentially associated with polysomes revealed the presence of several groups encoding protein families (Fig. 3a). 

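Ribosomal protein mRNAs carry a 5' terminal oligopyrimidine tract, and 79 of them were written down as a list before the count files were examined. All 79 had a negative log2 FC in Polysome, with a median of -0.81, while the median in Input was -0.03. Over all genes tested 8 of the 79 were called by edgeR, and 63 were called when the p was adjusted over the list alone. The set test camera, which assumes a preset correlation of 0.01 between genes, gave an adjusted p of 2.58e-22 over 15 lists, whereas fry, which takes the correlation from the data, gave 0.0515, and 0.0101 when the fit held offsets for transcript length and GC content. The mean log2 CPM of the list, given relative to the mean of the Polysome Ctrl libraries, was 0.20, 0.35, -0.40 and -0.15 in Ctrl 1 to 4 and -0.40, -1.23, -1.22 and -0.33 in siRNAG5 1 to 4. Ctrl 3 thus lay at the level of siRNAG5 1 and 4, and a two-sided exact permutation test on these 8 library values gave p = 0.0857 (0.129 after Benjamini-Hochberg adjustment over 15 lists). Of the Polysome lists that passed under camera, those of replication-dependent and replacement histones, liver genes, p53 targets, the SMN complex, the Sm and LSM genes and the TOP and histone mRNAs of the paper's RNA immunoprecipitation also passed under fry, whereas those of ribosomal proteins, small nucleolar RNA host genes and mitochondrially encoded genes did not. Among the single mRNAs, RPS9 (ENSG00000170889, chromosome 19 of GRCh38 from 54200809 to 54249003) fell from 2588 ± 554.3 to 1276 ± 378.6 CPM (SD, n = 4 each), a log2 FC of -1.02 (standard error 0.25, adjusted p = 0.0319 by edgeR), a call kept in 2 of the 8 fits that each left out 1 library, and RPL3 had -0.49 and was not called. Ribosomal protein genes have many processed pseudogenes that share sequence with them. In Table S1, which lists 63 mRNAs picked on these libraries, all were lower in Polysome with a median of -0.83, 8 were called, and the 3 largest decreases were those of RPL36A (-1.12, adjusted p = 0.0980), RPS21 (-1.08, adjusted p = 0.0663) and RPL35A (-1.07, adjusted p = 0.0362), by edgeR. Of the other mRNAs with such a tract, 14 that do not encode ribosomal proteins had a median of -0.14 (adjusted p = 0.254 by limma's camera). With each library left out in turn, that median lay between -0.2489 and -0.0392. An alternative chosen after the data were seen was 1 surrogate variable for differences between libraries in the fit. With it, 62 of the 63 in Table S1 were called and limma's fry gave the 79 an adjusted p of 0.00728. For the difference between the fractions, 62 of the 63 were also called lower with a surrogate variable, and 0 without.

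**Figure D3:**
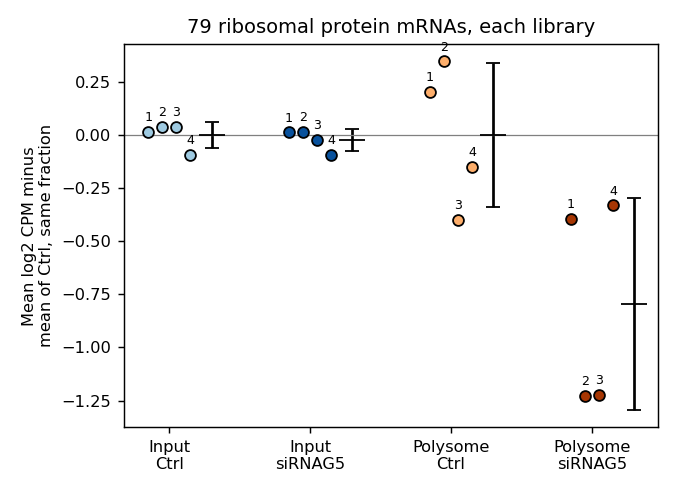
Mean log2 CPM of 79 ribosomal protein mRNAs in each library minus the mean of the 4 Ctrl libraries of the same fraction (vertical axis), for the 4 groups. Points are libraries with their replicate number and bars are the mean ± SD of 4. The Input groups overlap, and in Polysome siRNAG5 1 and 4 lie at the level of Ctrl 3 while siRNAG5 2 and 3 lie below all Ctrl libraries.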

Among the G5-Enhanced mRNAs we observed 64 of the 97 mRNAs containing canonical 5’terminal oligopyrimidine tracts (5’TOP) (Table S1), which encode mostly translation factors and ribosomal proteins [29]. Translation of these transcripts is controlled by the 5’TOP motif. Moreover, Gemin5 depletion reduces the association to polysomes of 19 mRNAs encoding histones, 8 of them belonging to the H2A family (Fig. 3a and Table S2). These transcripts contain a conserved stem-loop (hSL) at the 3’ end of the mRNA that regulates their processing and translation [34]. 

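Of the 19 mRNAs of Table S2, which were picked on these libraries, 18 could be tested in Polysome. All 18 were lower, with a median log2 FC of -0.99, and 6 were called by edgeR, 5 of them G5-Enhanced. The 3 largest decreases were those of H2AC4 (ENSG00000278463, chromosome 6 from 26033092 to 26033618) at -1.65 (standard error 0.38, adjusted p = 0.0259), H4C11 (ENSG00000197238, chromosome 6 from 27824092 to 27824480) at -1.51 (standard error 0.28, adjusted p = 0.0129) and H2AC21 at -1.36 (adjusted p = 0.0721), all by edgeR. H4C11 went from 9.40 ± 1.33 to 3.29 ± 1.43 CPM (SD, n = 4 each), whereas in Input its log2 FC was 0.42 (adjusted p = 0.0857 by edgeR), a difference between the fractions of -1.96 with an adjusted p of 0.227 by edgeR. A list of replication-dependent histone genes was fixed before the count files were examined. Of these, 35 could be tested in Polysome, 33 were lower, and the median was -0.91. Over all genes tested 10 were called, and 19 when adjusted over the list alone. The list had an adjusted p of 0.0478 by limma's fry, and of 0.0648 with length and GC offsets. With these offsets the median was -0.537 and 30 genes were lower. These mRNAs were also lower in Input, with a median of -0.43 over 30 genes and 9 called lower. The genes of a family are near-identical in sequence, and their mRNAs mostly lack a poly(A) tail, whereas the libraries were made from polyadenylated RNA, so which part of these mRNAs the counts represent is not known.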

The high number of mRNAs identified carrying 5’TOP or hSL motifs suggested that Gemin5 could regulate their translation by binding to these cis-regulatory elements.

**Fig. 3:**
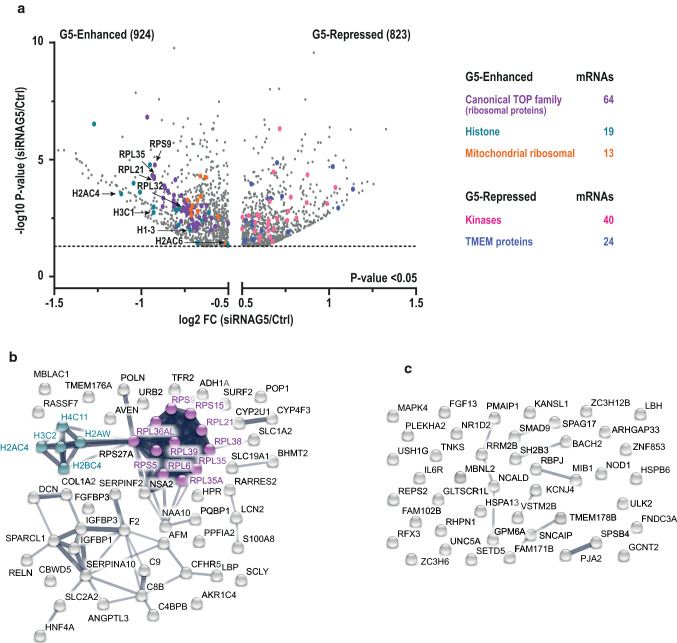
G5-Enhanced mRNAs encode for functionally related proteins. **a** Volcano plots showing mRNAs exclusively altered in polysomes (G5 Enhanced and G5 Repressed). The position of individual representative enhanced mRNAs (marked by color) is indicated. STRING networks of the proteins encoded by the most significantly altered mRNAs from the polysome-bound mRNAs in G5-Enhanced (**b**), or in G5-Repressed (**c**) groups using as a cutoff criteria − 0.8 > log2 FC > 0.8 and *P* < 5 × 10^–4^

Additionally, the G5-Enhanced group contains 13 mRNAs encoding mitochondrial ribosomal proteins, 5 Sm proteins (small nuclear ribonucleoprotein B, D1, D2, D3 and E), which are the core components of the U1, U2, U4 and U5 snRNPs [5], and 4 Sm-like proteins (LSM1, 4, 6 and 7) (Dataset 1). 

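The 13 mRNAs for mitochondrial ribosomal proteins in Dataset 1 were all lower in Polysome, with a median log2 FC of -0.70, and 5 were called by edgeR. They were all lower in Input as well, with a median of -0.46. Of the 76 mRNAs for such proteins tested in Polysome, 70 were lower with a median of -0.53, 20 were called lower and 6 met the G5-Enhanced rule, while in Input 26 were called lower. The 9 Sm and LSM mRNAs named by the paper were all lower in Polysome, with a median of -0.59. Over all genes tested 0 of them were called by edgeR and all 9 passed when adjusted over the list alone, which is not independent evidence since the study picked them on these samples. In Input all 9 were lower too, with a median of -0.40 (adjusted p = 0.00153 by limma's fry), and 0 were called because none went beyond -0.5 at the adjusted p.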

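Dataset 1 holds 7 serpin genes and 7 cytochrome P450 genes, most of them expressed in liver. The 7 serpin genes together had 104 reads over the 4 Polysome Ctrl libraries and 8 over the 4 Polysome siRNAG5 libraries, so that none passed edgeR's expression filter. Over Input they had 59 reads in Ctrl and 23 in siRNAG5, and in the single Input Ctrl libraries 3, 1, 25 and 30. Without CYP2U1, the cytochrome P450 genes had 71 reads in Polysome Ctrl and 3 in Polysome siRNAG5, and between 1 and 23 in the single Input Ctrl libraries. CYP2U1 (ENSG00000155016) was better covered, with 245 and 194 reads in Polysome Ctrl and siRNAG5, and its log2 FC of -0.97 was called. A list of 27 liver genes, fixed before the count files were examined, had 2394, 1825, 1738 and 1954 reads in Polysome Ctrl 1 to 4 and between 28 and 46 in the Polysome siRNAG5 libraries. In Input, it had 35 and 22 reads in Ctrl 1 and 2, 2014 and 1700 in Ctrl 3 and 4, and between 36 and 50 in the siRNAG5 libraries. These reads thus differed between replicates of Input Ctrl by far more than counting error. The 9 proteasome subunit mRNAs of Dataset 1 had a median log2 FC of -0.62 in Polysome, 3 of them called by edgeR, and of -0.42 in Input.

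**Figure D4:**
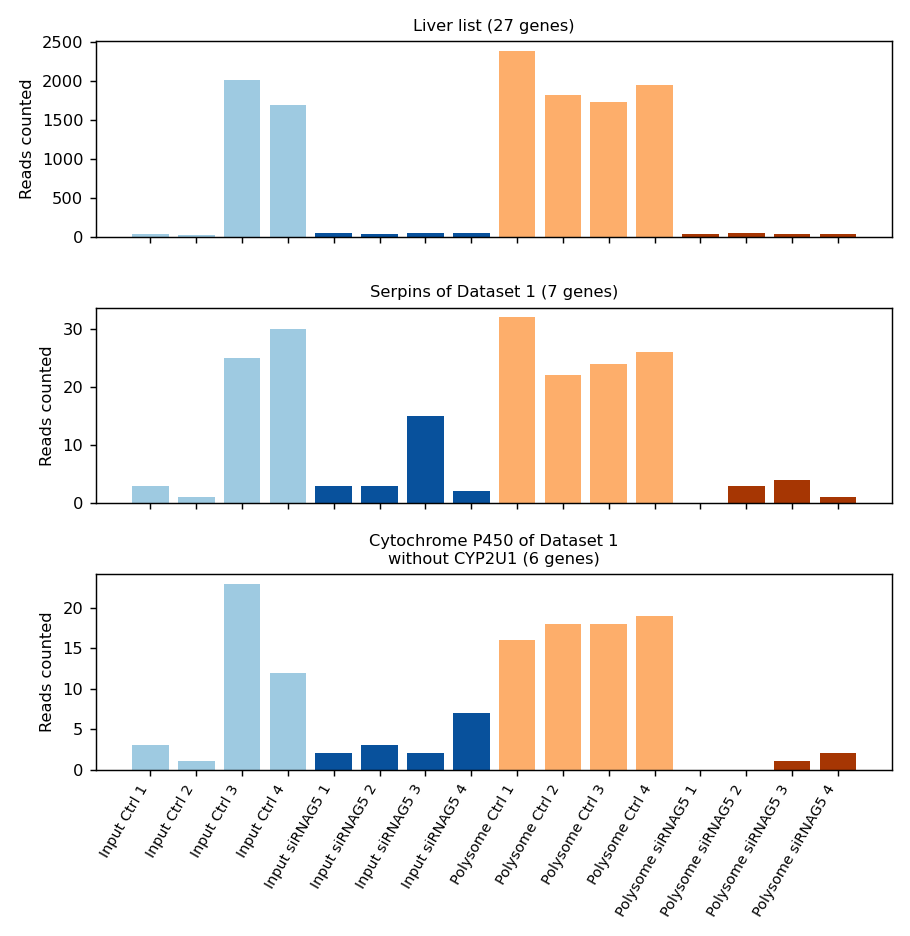
Reads counted in each of the 16 libraries (vertical axis, linear from 0) on a list of 27 liver genes, on the 7 serpin genes of Dataset 1 and on 6 of its cytochrome P450 genes. Each bar is 1 library, and in all 3 panels Input Ctrl 3 and 4 and the 4 Polysome Ctrl libraries are the highest.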

Other mRNAs present in this group encode members of the serpin family, proteins of cytochrome P450, and factors belonging to proteasome subunit (Dataset 1). Conversely, within the G5-Repressed group (Fig. 3a) we identified 40 transcripts that encode kinases involved in different pathways, and 24 mRNAs encoding transmembrane (TMEM) proteins predicted as components of cell membranes [37].

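Since the paper does not list its members, both groups were taken from the G5-Repressed genes of Dataset 1. Kinases were the 33 genes whose description names a kinase, without words such as inhibitor, binding or adaptor. TMEM genes were the 20 whose symbol starts with TMEM. Dataset 1 was picked on these libraries, so the direction of its genes in Polysome is not independent evidence. Of the 30 kinase mRNAs tested in Polysome all were higher, with a median log2 FC of 0.76, and 12 were called by edgeR, 11 of them G5-Repressed. In Input, 25 of 26 were higher with a median of 0.37. Of the 18 TMEM mRNAs tested in Polysome all were higher, with a median of 0.73, and 6 were called, 5 of them G5-Repressed. Over all 160 TMEM mRNAs tested, those outside Dataset 1 included, 84 were lower and 76 higher with a median of -0.01, and 7 were called lower and 12 higher.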

Next, we focused our attention on the mRNAs showing the highest differences between the fold-change value in Gemin5-depleted cells relative to control ones in polysomes (*P* < 5 × 10^–4^ and log2 FC < − 0.8 or log2 FC > 0.8). The most significantly altered transcripts in G5-Enhanced mRNAs encode ribosomal proteins, histones, serpins, and cytochrome P450 family factors (Table S3). 

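Of the 74 transcripts of Table S3, 44 had enough reads to be tested in Polysome. All 44 were lower, with a median log2 FC of -1.03, 41 were called by edgeR and 38 met the G5-Enhanced rule. The 3 largest decreases among them were those of LBP (ENSG00000129988, chromosome 20 of GRCh38 from 38346482 to 38377013) at -2.15 (standard error 0.46, adjusted p = 0.0188), LINC01311 (ENSG00000260924, chromosome 22 from 19171395 to 19172851) at -1.98 (standard error 0.39, adjusted p = 0.0158) by edgeR, and the histone mRNA H2AC4. LBP, a liver gene, rested on 47 reads over the Polysome Ctrl and 16 over the Polysome siRNAG5 libraries. LINC01311 was unchanged in Input at 0.00, at 4.78 ± 0.266 CPM in Ctrl and 4.77 ± 0.551 CPM in siRNAG5 (SD, n = 4 each). Over the 43 transcripts tested in Input the median was -0.29, 41 were lower and 3 were called.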

To define the network(s) of proteins encoded by these mRNAs we used STRING [38]. This analysis revealed that the closest relationships take place in ribosomal and histone mRNAs (Fig. 3b). In contrast, the G5-Repressed group (Fig. 3c and Table S4) contains transcripts encoding functionally unrelated factors.

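Of the 54 transcripts of Table S4, 51 could be tested in Polysome, and all 51 were higher and called by edgeR, with a median log2 FC of 1.14, 43 of them as G5-Repressed. The largest increases were those of H2BC20P (ENSG00000261716, a histone pseudogene on chromosome 1 of GRCh38 from 149850193 to 149850772) at 2.51 (standard error 0.58, adjusted p = 0.0266), USH1G (ENSG00000182040, chromosome 17 from 74916083 to 74923256) at 1.95 (standard error 0.34, adjusted p = 0.0106) and UNC5A (ENSG00000113763, chromosome 5 from 176810519 to 176880898) at 1.82 (standard error 0.38, adjusted p = 0.0184) by edgeR. H2BC20P shares sequence with histone genes and kept its call in 5 of 8 fits that each left out 1 library. In Input, 38 of the 41 transcripts tested were higher, with a median of 0.46, and 8 were called higher.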

In conclusion, the Gemin5-Enhanced mRNAs showing the closest relationship among them encode ribosomal and histone proteins. Given that each of these mRNA families have characteristic unique cis-regulatory elements, the 5’TOP motif or the hSL hairpin, respectively, we suggest that Gemin5 may favor differential translation of these mRNAs likely through interaction with these cis-acting elements.

### Gemin5 favors translation of a subset of its targets

Recent cross-linking immunoprecipitation (CLIP)-based studies reported genome-wide mRNA targets of Gemin5 [10, 39] (https://www.encodeproject.org/experiments/ENCSR238CLX/). Among others, the GO terms obtained with the mature mRNA targets (783) showed that Gemin5 ligands are involved in cell–cell adhesion, rRNA processing, histone metabolism, and translation (Fig. 4a). Some of these terms coincide with the processes significantly increased in the polysome-bound mRNAs upon depletion of Gemin5 (Fig. 2e). These results suggest that only a fraction of the Gemin5 targets is differentially engaged in polysomes.

**Fig. 4:**
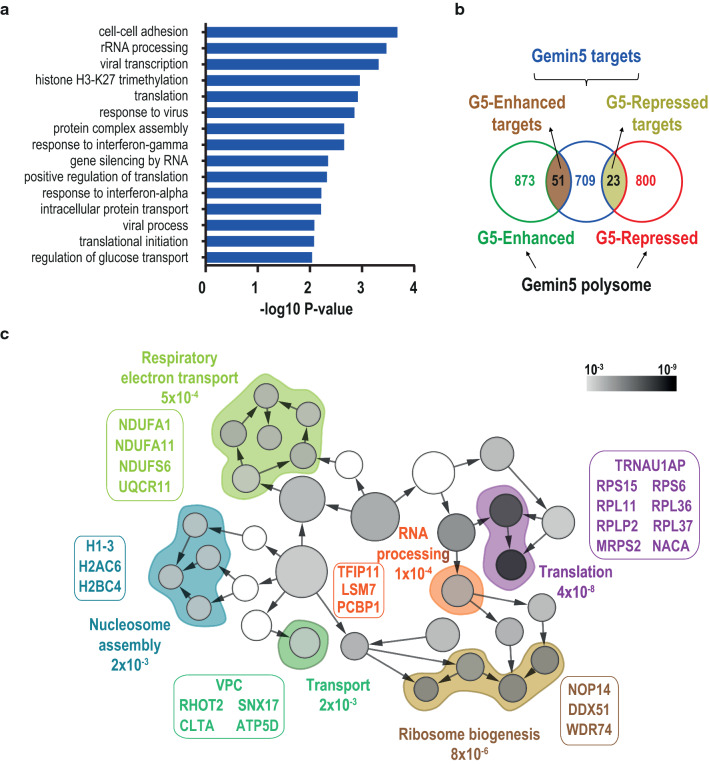
G5-Enhanced targets encode for ribosomal proteins and histones. **a** Gene ontology classification obtained for mRNAs previously identified as Gemin5 cellular targets. The top GO terms of the biological processes are represented according to *P* value. **b** Venn diagrams depicting the overlapping mRNAs between Gemin5 targets and G5-Enhaced or G5-Repressed groups. **c** Functional networks obtained with BiNGO (Cytoscape platform) of proteins encoded by mRNAs belonging to G5-Enhanced targets group. The *P* values of the networks relative to a complete human proteome, and the proteins that compose the nodes included in each network are indicated

To determine the relationship between these two sets of data, Gemin5 targets defined by CLIP and Gemin5-driven association to polysomes, we analyzed the overlap between mRNAs altered in polysomes upon depletion of Gemin5 and the mRNAs described as Gemin5 targets. This analysis shows that Gemin5 stimulates polysome engagement of 51 mRNAs out of the 783 Gemin5 interactors (G5-Enhanced targets), while it decreases the polysome engagement of 23 mRNAs (G5-Repressed targets) (Fig. 4b). We analyzed the GO biological processes of the proteins encoded by the mRNAs included in the G5-Enhanced targets and G5-Repressed targets groups using BiNGO (Cytoscape platform). This study showed a distribution in statistically significant overrepresented nodes, grouped in functional networks according to the biological process. Only in the case of G5-Enhanced targets group, we obtained significant nodes. The top functional networks are Translation (*P*-value 8 × 10^–8^) and Ribosome biogenesis (*P*-value 8 × 10^–6^), consistent with the top G5-Enhanced terms (rRNA processing, translation, ribosomal subunit biogenesis) (Figs. 3a and 4c). Other functional networks identified in this group (*P* values 10^–4^–10^–3^) were Respiratory electron transport, Nucleosome assembly, Transport, and RNA processing.

Of note, the functional interaction network encoded by G5-Enhanced targets highlights again the enrichment of 5’TOP and histone mRNAs (Figs. 4c and S3). The systematic analysis of the Gemin5 mRNA targets shows that this protein interacts with 10 and 11 5’TOP and histone mature mRNAs, respectively (Table S5). These results led us to hypothesize that Gemin5 selectively enhances the translation of these transcripts via Gemin5-mRNA interactions.

### Gemin5 positively regulates 5’TOP-dependent translation

The results mentioned above prompted us to investigate the role of Gemin5 as a regulator of 5’TOP-dependent translation. To validate the existence of complexes comprising Gemin5 and the TOP mRNAs, we performed RNA immunoprecipitation (RIP) assays. The fold change of seven different TOP mRNAs (RPL3, RPL21, RPL32, RPL35, RPLP1, RPS9, and RACK1) was tested by RTqPCR in the immunoprecipitated Gemin5 complexes relative to a control IgG. These mRNAs were significantly enriched (~ twofold) in αGemin5 RIP samples compared with control IgG RIP (Fig. 5a), showing the interaction of Gemin5 with the ribosomal mRNAs.

**Fig. 5:**
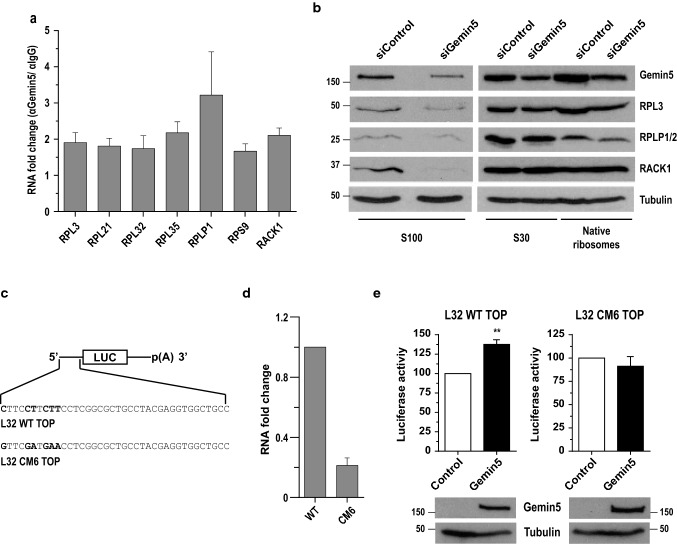
Gemin5 stimulates the translation of TOP mRNAs via Gemin5-TOP motif interaction. **a** RNA immunoprecipitation (RIP) assays of cell lysates using anti-Gemin5 or anti-IgG to immunoprecipitate RNA–protein complexes. RNA was isolated and retrotranscribed to cDNA for qPCR analysis of the indicated TOP mRNAs. **b** Cellular fractions corresponding to S100, S30 and native ribosomes were obtained from control and Gemin5-depleted cells. The fractions were analyzed by western blot to detect Gemin5, RPL3, RPLP1/2, and RACK1. Tubulin was used as a loading control. **c** Diagrams depicting the constructs harboring L32 WT TOP or the mutant L32 CM6 TOP motif used in the affinity purification and translation assays. **d** RNA fold change observed in the His-Gemin5 protein purification analysis from lysates expressing the constructs pL32-WT-luc or pL32-CM6-luc. **e** Effect of the overexpression of Gemin5 on 5’TOP-dependent translation measured by luciferase activity using the reporter constructs described in C, relative to the values observed in control cells transfected with the empty vector. The luciferase activity values (RLU/µg protein) obtained in one representative experiment performed side by side for pL32-WT-luc and pL32-CM6-luc were 487,613 and 292,815, respectively. Expression of Xpress-Gemin5 was detected with anti-Xpress and tubulin was used as loading control. Each experiment was repeated at least three times. Values represent the mean ± SEM. (**P < 0.01 by Student’s *t* test)

Next, we determined if Gemin5 silencing altered the abundance of ribosomal proteins. Since ribosomal proteins are very stable following ribosome assembly, we studied the effect of Gemin5 depletion on the level of ribosomal proteins that are immunodetectable in cytoplasmic lysates free of ribosomal particles (S100 fraction) (Fig. 5b). Ultracentrifugation of the total cytoplasmic lysates (S30 fraction) renders soluble proteins (S100 fraction, supernatant) and native ribosome particles (pellet). Interestingly, Gemin5 silencing reduced the levels of the proteins RPL3, RPLP1/2 and RACK1 in S100 fractions compared to the control siRNA treatment (Fig. 5b). These results indicate a positive relationship between the cytoplasmic levels of free ribosomal proteins with the capacity of Gemin5 to alter the association of ribosomal mRNAs with polysomes.

The 5’UTR of TOP mRNAs is characterized by the presence of a cis-regulatory element that consists of a cytosine residue at the 5’, followed by a stretch of 5–15 pyrimidines and a CG-rich region immediately downstream of the motif [29, 40]. To determine whether the Gemin5 interaction with ribosomal mRNAs depends upon the TOP motif, we employed the RPL32 5’UTR construct which retains such characteristics [29]. The pL32-WT-Luc construct contains 189 nt from the RPL32 gene encompassing the transcriptional start site and 38 nt of exon 1 including the 5’TOP motif upstream of firefly luciferase coding region (Fig. 5c). In addition, to examine the interplay between the TOP motif and Gemin5, we substituted six pyrimidines within the 5’TOP motif by purines, creating pL32-CM6-Luc (Fig. 5c). Similar mutations have been shown to abolish 5’TOP properties [41]. Each of these constructs were transfected in HEK293 cells with a plasmid expressing His-Gemin5 prior to perform pull-down assays to analyze the interaction of Gemin5 with these transcripts (Fig. 5d). The comparison of the RNA-fold change observed after RTqPCR analysis of the RNA found within the His-Gemin5 complexes indicated that Gemin5 interacts ~ fivefold more with RNA carrying the L32-WT TOP sequence than the mutant L32-CM6 TOP.

Then, to study the interdependence between Gemin5-TOP motif interaction and translation regulation we measured the effect of Gemin5 expression on L32WT-TOP-luc and mutant L32CM6-TOP-luc protein synthesis (Fig. 5e). Overexpression of Gemin5 in HEK293 cells enhanced the luciferase activity expressed from the pL32-WT-Luc, but not from the pL32-CM6-Luc, relative to control cells. In contrast, depletion of Gemin5 by siRNA resulted in a statistically significant decrease of luciferase activity from the L32 WT TOP mRNA, but not of the mutant L32 CM6 TOP, relative to a control siRNA (Fig. S4). Therefore, we conclude that Gemin5 behaves as a translation stimulator of TOP-containing mRNAs in intact TOP-dependent manner.

All together, these data allow us to conclude that Gemin5 enhances the translation of ribosomal mRNAs in the cellular context via direct or undirect Gemin5-TOP interactions. The mechanism is yet to be elucidated, however, it is probably related with the formation of RNP complexes.

### Gemin5 stimulates the translation of histone mRNAs

The silencing of Gemin5 resulted in a decrease of the association to polysomes of 19 histone mRNAs (Fig. 3a), the second largest group of altered mRNAs. Likewise, we found histone mRNAs within the G5-Enhanced transcripts (Fig. 3b and Table S2). To reinforce the idea that Gemin5 forms part of RNP complexes containing histone mRNAs, we performed RIP assays. The RTqPCR analysis of affinity-purified Gemin5 complexes using specific primers for distinct histone mRNAs showed significant enrichment of H2AB, H3A, H1D and H2AC (~ 1.8–fourfold) relative to control IgG RIP samples (Fig. 6a). This encouraged us to study the role of Gemin5 in histone mRNA translation. We observed that the abundance of H2A and H3A proteins in total protein content was reduced upon Gemin5 depletion (Fig. 6b).

**Fig. 6:**
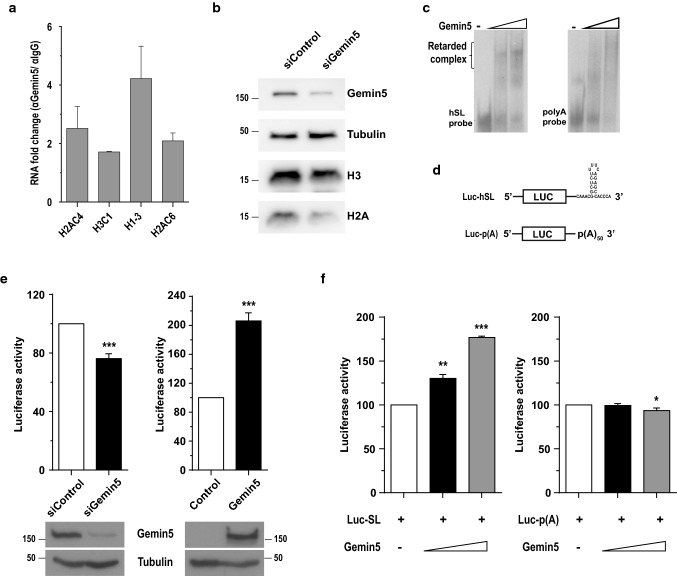
Gemin5 stimulates the translation of histone mRNAs through Gemin5-hSL binding. **a** RIP analysis of cell lysates using anti-Gemin5 or anti-IgG to immunoprecipitate RNA–protein complexes. The isolated RNA was subjected to RTqPCR analysis of the histone mRNAs indicated. **b** Whole cell extracts were obtained from cells treated with control or Gemin5 siRNAs and were analyzed by western blot to immunodetect Gemin5, H3, and H2A. Tubulin was used as loading control. **c** Gel-shift assays conducted with purified Gemin5 protein and either radiolabeled folded histone hSL RNA, or polyA probe. **d** Diagram representing the reporter constructs used in the translation assays which consist in the ORF of the firefly luciferase followed by the histone stem-loop (Luc-hSL) or a poly-A tail, Luc-p(A), at the 3’UTR. **e** Effect of the Gemin5 silencing and Gemin5 overexpression on the translation of the histone mRNA reporter Luc-SL. Gemin5-depleted and control cells (left), or cells overexpressing Gemin5 and control cells transfected with the empty vector (right) were transfected with the reporter Luc-SL to monitor luciferase activity. Gemin5 silencing was monitored by western blot using anti-Gemin5 antibody, while expression of Xpress-Gemin5 was detected with anti-Xpress. Tubulin was used as loading control in both cases. **f** In vitro translation assays using Gemin5 purified protein with the reporter construct Luc-hSL, and the transcript Luc-p(A) as a control. Each experiment was repeated at least three times. Values represent the mean ± SEM (***P < 0.005; **P < 0.01; *P < 0.05 by Student’s *t* test)

These findings and the presence of the consensus stem-loop (hSL) in the 3’UTR of histone mRNAs [42], prompted us to ask if Gemin5 interaction with histone mRNAs is mediated by this cis-regulatory element. To test this hypothesis, we incubated purified Gemin5 protein with a folded uniformly labelled hSL RNA to assemble RNP complexes. Detection of a retarded complex in native gels in the presence of Gemin5 protein indicates the formation of Gemin5-hSL complex (Fig. 6c). In contrast, no similar band shift was observed when Gemin5 was incubated with a polyA probe. Since the histone 3’ terminal stem-loop structure regulates the translation of these mRNAs we investigated if Gemin5 might regulate their translation through this cis-regulatory element. For this, we used a linearized Luc-hSL reporter construct harboring the histone stem-loop at the 3’end of the Luciferase coding region (Fig. 6d). Luciferase activity was reduced in Gemin5-depleted cells relative to control ones (Fig. 6e), suggesting that Gemin5 modulates hSL-dependent translation. Next, the reciprocal experiment, increasing the cellular levels of Gemin5 protein showed about twofold translation stimulation of Luc-hSL relative to control cells (Fig. 6e). Overall, these results suggest that Gemin5 modulates hSL-dependent translation.

Additionally, in vitro translation assays conducted in the presence of Gemin5 protein with Luc-hSL RNA and Luc-p(A), a construct carrying 50-nt poly(A) tail instead of hSL (Fig. 6d), showed that Gemin5 stimulates the translation of the RNA reporter containing the histone 3’-terminal stem-loop structure, but not of the Luc-poly(A) reporter, in a dose-dependent manner (Fig. 6f). These results confirm that the translation stimulatory effect of Gemin5 requires the hSL sequence. Collectively, our results indicate that Gemin5 enhances histone mRNA translation via binding to the 3’ terminal stem-loop structure.

## Discussion

The function of RNA-binding proteins is tightly connected to their RNA targets, such that their expression level may differentially affect distinct processes. Here, we show that the multifaceted protein Gemin5 is responsible for the preferential partitioning of mRNAs into polysomes. Using a siRNA depletion strategy, we have observed that reduced levels of expression of Gemin5 cause a switch on the relative abundance, both decreasing and increasing, of nearly 3000 mRNAs associated with polysomes. This result indicates that the protein can perform opposite functions depending on the RNA subset.

The study of the underrepresented mRNAs in polysomes in Gemin5 silenced cells, thereby showing an enhanced effect in translation (G5-Enhanced), revealed that a significant number of factors encoded by these mRNAs participate in cellular processes related with translation and RNA metabolism (Fig. 2e). In contrast, the cellular processes overrepresented in the G5-Repressed mRNAs show lower significance values according to GO (Fig. 2f), and besides, are mostly linked to signaling processes (Fig. 3c). Moreover, the detailed analysis of the translationally stimulated G5-Enhanced mRNAs showed the presence of mRNAs encoding specific protein families among a large number of general RNA-binding proteins (Fig. 3b). Notably, the groups of mRNAs with the highest number of components are the ribosomal protein and the histone (Fig. 3a). Since both mRNA families bear unique cis-regulatory elements within their sequences, we argued that Gemin5 could regulate translation of this specific mRNAs via RNA–protein interactions.

The presence of specific RNA motifs within mRNAs is thought to be a signature for the interaction with a given protein, which in turn, will determine the fate of the RNA target. Previous data have shown that the Gemin5 protein interacts with a variety of RNAs. One of the best characterized are snRNAs, which contain a U-heptad near a hairpin that constitutes the recognition motif for Gemin5 [3, 43]. Another motif present in the RNA targets of Gemin5 is the m^7^GTP (cap), shared by mRNAs and snRNAs [17]. Furthermore, the unbiased identification of Gemin5 targets in K562 human cells revealed an enrichment of mRNA regions in the 5’UTR and peaking at the start codon [39]. Another study using the non-canonical RNA-binding site of Gemin5 identified mRNA targets in HEK293 human cells enriched in G:C content, thereby prone to adopt relatively stable secondary structure [10]. This feature is shared with the IRES element and an internal regulatory region of the Gemin5 mRNA coding sequence [45]. In these cases, it has been reported that the direct interaction of the RNA with Gemin5 determines the translation efficiency of the corresponding mRNA [44]. Collectively, these data suggest that RNA conformation is a determinant factor for Gemin5 association.

Comparison of the previously identified Gemin5 targets using CLIP-based methodologies [10, 39], with the transcripts identified in the current study revealed that only a fraction of the mRNA targets is shared by both set of data (Fig. 4b). This result highlights two separate features of Gemin5, namely the ability to interact with RNA and the function relying in differential polysome association, finally allowing selective translation (Fig. 7). Given the multitasking activity of this protein, we anticipate different mechanisms towards translation regulation presumably guided by protein interactions and/or still unknown ligands. Thus, analysis of the mechanism of action mediating translation of additional mRNAs within the group of G5-Enhanced mRNAs will need future studies. Considering the salient properties of the known targets of Gemin5, we focused our attention in two groups, the TOP mRNAs and the histone mRNAs. TOP mRNAs generally encode ribosomal proteins and translation factors [29]. These transcripts are characterized by a distinctive motif at the 5’end, that contains a cytosine after the m^7^GTP structure followed by a long uninterrupted pyrimidine tract [41]. In contrast to the vast majority of eukaryotic mRNAs, the mammalian histone mRNAs are not polyadenylated at their 3’end and instead, the mRNA ends in a conserved stem-loop, termed hSL [42].

**Fig. 7:**
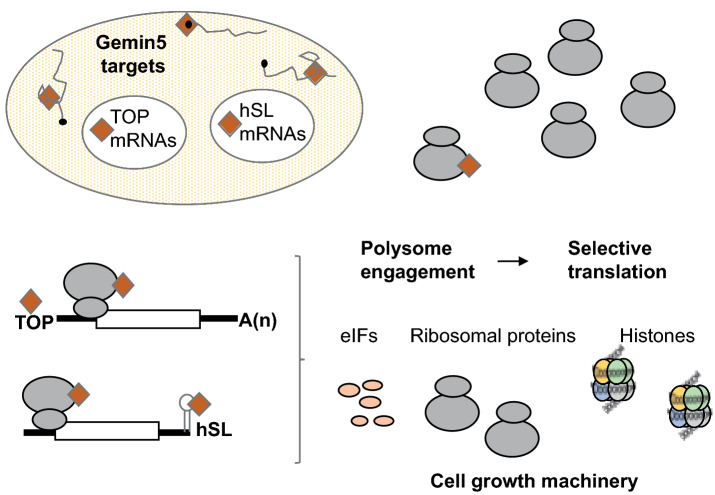
Proposed model for the role of Gemin5 on selective translation. Gemin5 interacts with various mRNA targets in a sequence and structure-dependent manner. Only a fraction of Gemin5 mRNA targets are selectively associated with polysomes. Gemin5-tagged ribosomes are preferentially involved in translation of a subset of Gemin5 targets, such as TOP and hSL mRNAs, encoding pivotal components of the cell growth machinery. Gemin5 is depicted as a diamond, a black circle denotes the cap of mRNAs. The empty ovals represent TOP (ribosome and eIFs) and hSL (histone mRNAs). We hypothesize that Gemin5 silencing concurs with reduced synthesis of ribosomal proteins and histones, among other cellular factors, resulting in significant reduction of cell components required for continuous cell growth, in accordance with the notion that loss of Gemin5 function is detrimental for cell survival

Using RNA-immunoprecipitation, we found a significant increase in the amounts of mRNA associated with Gemin5 encoding various ribosomal proteins, all of which contain the TOP motif at their 5’end. We also showed that mutations in the TOP motif abrogate Gemin5 interaction, as indicated by the fivefold decrease in RNA fold change compared to the TOP WT. Moreover, we observed an increase in luciferase expression in cells overexpressing Gemin5 relative to control cells when we used reporters carrying the TOP WT, which was not observed in the reporter carrying the TOP mutant. Consistent with these data, reduced levels of Gemin5 are accompanied by a reduced level of ribosomal proteins (Fig. 5b). These results reinforce the idea that Gemin5 not only has the capability to interact with TOP mRNAs, but also influences the efficiency of translation. Thereby, Gemin5 regulates the synthesis of ribosomal proteins, and likely other mRNAs harboring TOP motifs. All these factors belong to the translational machinery and have pivotal roles in shaping the cellular proteome.

Another group of transcripts identified in our study within the G5-Enhanced targets encode histones. We showed that Gemin5 silencing resulted in a decreased translation of reporters carrying the hSL hairpin while its overexpression enhanced translation of the hSL reporter. Conversely, Gemin5 stimulates in vitro translation of reporters carrying this hairpin in comparison to conventional polyadenylated reporters. In addition, a transcript carrying the consensus stem-loop of histones forms a retarded complex with Gemin5 protein, supporting the hypothesis that interaction of Gemin5 with the 3’UTR of histone mRNAs is at the basis of histone mRNA translation regulation.

Recent studies have shown that loss of function of Gemin5 is detrimental for cell survival, and mutant forms of the protein showing failures in RNA-binding, protein–protein interactions, and ribosome association were found in patients with human neurodevelopmental disorders [11–14]. In fact, Gemin5 modulates distinct aspects of RNA-dependent processes, executing its functions through the formation of multi-component RNP complexes [19, 46]. An important part of Gemin5 functions require the WD40 domain located at the N-terminal part of the protein [16, 17]. Notwithstanding, other functions rely on the C-terminus of this long multidomain protein, which contains a non-canonical RNA-binding site and shows preference for transcripts comprising stem-loop structures [10]. Additionally, Gemin5 interacts with a large number of RBPs that form part of distinct RNP complexes as a function of the cell physiology, thereby explaining the presence of Gemin5 in diverse RNPs [21, 47]. With the exception of Gemin6 and 7, the transcripts encoding members of the SMN complex were undetected within the mRNAs overrepresented in polysomes upon depletion of Gemin5, consistent with previous work [11]. Future studies will determine if a direct interaction between Gemin5 with distinct mRNAs is the driving force behind the formation of translation competent RNP complexes.

Here, we have shown that Gemin5 is responsible for the preferential association to polysomes of distinct mRNA subsets, which contain specific sequences either on the 5’ or the 3’UTR. These mRNAs encode proteins necessary for two different fundamental cellular processes, protein synthesis and nuclear metabolism, which need to be coordinated for cell growth. We previously identified Gemin5 as a ribosome-associated protein (RAP) [21], in agreement with the ability of Gemin5 to co-sediment with polysomes in living cells [14]. The association of various RBPs to ribosomes has been recognized in numerous studies [32, 48]. Accordingly, it was proposed that subpopulations of protein-associated ribosomes may be responsible for selective regulation of gene expression [49–52]. Here, we propose a model to explain the function of Gemin5 in selective translation (Fig. 7). Among the mRNA targets of Gemin5 only a fraction is differentially associated with polysomes in growing cells. The results obtained in our study led us to hypothesize that a Gemin5-ribosome subpopulation from the ribosome pool is associated with mRNA subsets harboring unique cis-acting elements such as the TOP motif on the 5’end or hSL hairpin at the 3’end. The ability to associate mRNA subsets has previously been observed for ribosomes bound to specific RBPs [52, 53]. Notably, clinical variants of Gemin5 showed decreased levels of Gemin5-ribosome association [14]. Thus, our findings uncover a specialized function for Gemin5 in the association of mRNAs to polysomes, and highlight the impact of ribosome-associated proteins in the pathogenesis linked to altered levels of Gemin5.

## Materials and methods

### Polysomal fractionation

Polysome profiles were prepared from four independent biological samples of control cells and siRNAG5 cells as described [21]. Briefly, HEK293 cells (~ 2 × 10^7^ cells per gradient) were incubated with 0.1 mg/ml cycloheximide (Merck) for 10 min on ice to block ribosomes in the elongation step. Then, cells were washed twice with 0.1 mg/ml cycloheximide in cold PBS, lysed in buffer A (15 mM Tris–HCl pH 7.4, 80 mM KCl, 5 mM MgCl_2_, 0.1 mg/ml cycloheximide), supplemented with 1% (*v*/*v*) Triton X-100, 40 U/ml RNase OUT (Thermo Fisher Scientific), and protease inhibitors (Complete mini, Roche), and centrifuged 10 min at 14,000*g*, 4 °C. The clear supernatants were loaded into a linear 10–50% (*w*/*v*) sucrose gradient in buffer A, centrifuged at 39,000 rpm SW40 Ti rotor 2 h 15 min at 4 °C. Sucrose gradients were fractionated using a gradient fractionation system (ISCO UA-5 UV monitor) measuring the absorbance at A260 to record the polysome profile. Twelve fractions (1 ml) were collected from each gradient.

### RNA isolation

Total RNA from cytoplasmic lysates and polysomal fractions (8–12) was extracted using phenol–chloroform, isopropanol precipitated, and resuspended in 100 µl RNase-free H_2_O. RNA samples were cleaned with the RNeasy kit (Qiagen). RNA quality and concentration were determined using Agilent 2100 Bioanalyzer (Agilent Technologies).

### cDNA libraries preparation and RNA-Seq analysis

The cDNA libraries were prepared with 1 µg of RNA using the Illumina TruSeq Stranded mRNA (Macrogen). RNA sequencing was carried out in an Illumina NovaSeq 6000 platform. The sequencing coverage was 30 M reads per sample and the read length was 100 bp PE.

The quality analysis of the raw sequences performed with FastQC software (version 0.11.7) shows that 96.5% of the sequences have a quality score over 30 and there is negligible percentage of undetermined bases. Sequences were aligned against the human reference genome GRCh38 downloaded from Ensembl release 91 using STAR aligner (version 2.5.3a) [54] with default parameters. Alignment binary files (BAM) including counts were indexed using SAMtools (version 1.7) [55], and the reads were quantified with QoRTs [56]. After grouping of samples (four biological replicates) according to their respective experimental condition, differential gene expressions of siRNAG5 versus Ctrl groups were statistically determined using the R library DESeq2 (version 1.18.1) [57]. Principal components for the individual normalized values were calculated using Singular Value Decomposition (SVD) method of the pcaMethods R package to explore associations between variables [58].

### RTqPCR validation

cDNA synthesis was performed using equal amounts of RNA (1 µg) with SuperScript III (Thermo Fisher Scientific) and hexanucleotide mix (Merck). Quantitative polymerase chain reaction (qPCR) was carried out using three independent biological samples in GoTaq qPCR Master Mix (Promega) on ABI PRISM 7900HT Fast Realtime PCR system (Applied Biosystems). The PCR cycle conditions were 95 °C for 2 min, followed by 40 cycles of 95 °C for 3 s, and 60 °C for 30 s. Cq values were normalized against the mRNA of MYO5A, a constitutively expressed transcript. The primers used for each reaction are shown in Table S6. The comparative cycle threshold method [59] was used to quantify the results.

### Software used for data analysis

Venn diagrams were created using VENNY program available online https://bioinfogp.cnb.csic.es/tools/venny/index2.0.2.html).

Gene Ontology analysis were performed with DAVID V6.8 [36] to identify the biological processes of G5-Enhanced, G5-Repressed, and Gemin5 targets mRNA groups. The cutoff criteria *P* value < 10^–3^ and gene count ≥ 3 was applied.

The Biological Networks Gene Ontology application (BiNGO) was used to analyze the Biological processes of Gemin5-Enhanced targets mRNA group, determining the statistical significance of overrepresented proteins encoded by the mRNAs relative to a complete human proteome [60]. The results were visualized on the Cytoscape platform [61]. The resulting nodes were classified according to a hypergeometric test in the default mode, FDR < 0.05. *P* values of the nodes were computed to find the statistical significance of the network.

STRING software was used to depict the physical and functional interactions among the selected factors. This analysis was carried out using default parameters with a minimum required interaction score of 0.4 [38].

### Constructs

The plasmid pcDNA3Xpress-Gemin5 was previously described [21]. The construct pL32-WT-LUC was generated by inserting the luciferase coding region from pIRES [62] into pL32(1–34)-GH plasmid, kindly provided by Dr. O. Meyuhas [41]. For this, pIRES and pL32(1–34)-GH were digested with SalI and EcoRI, respectively, blunt ended using T4 DNA polymerase, digested again with BamHI, and ligated. The construct pL32-CM6-LUC was generated by QuickChange mutagenesis (Agilent Technologies) using specific primers (Table S6). The constructs Luc-SL and Luc-polyA were prepared ligating and inserting the pair of primers Fw-hSL and Rv-hSL, and Fw-PolyA and Rv-PolyA into pCAP-luc [62] previously linearized with SalI. Similarly, the construct pGEM3-hSL and pGEM3-PolyA were generated ligating the pair of primers Fw-hSL and Rv-hSL and Fw-PolyA and Rv-PolyA, respectively, and then inserted into pGEM3 digested with SalI. All constructs were confirmed by DNA sequencing (Macrogen).

### Gemin5 siRNA interference and expression

siRNAs targeting Gemin5 (CCUUAAUCAAGAAGAGAAAUU) and a control siRNA (AUGUAUUGGCCUGUAUUAGUU) were purchased from Horizon. HEK293 cells grown to 70% confluent were treated with 100 nM siRNA using Lipofectamine 2000 (Thermo Fisher Scientific), 24 h prior to transfection of plasmid Luc-SL linearized with XhoI, or with the plasmids pL32-WT-Luc and pL32-CM6-Luc.

HEK293 cells grown to 70% confluent were cotransfected with the plasmids pL32-WT-Luc or pL32-CM6-Luc, and pcDNA3Xpress-Gemin5 or the empty vector side by side using Lipofectamine LTX (Thermo Fisher Scientific). Likewise, cells were transfected with the plasmid Luc-SL, linearized with XhoI.

### Luciferase activity

Cell lysates were prepared 24 h post-transfection in lysis buffer C (50 mM Tris–HCl pH 7.8, 100 mM NaCl, 0.5% IGEPAL). The concentration of total protein in the lysate was determined by Bradford assay. Equal amounts of protein were loaded in SDS-PAGE and processed for western blotting.

Luciferase activity (RLU) was determined using Berthold Sirius Single Tube Luminometer, and then normalized to the amount of protein in the lysate (RLU/µg). Each experiment was repeated independently at least three times. Values represent the mean ± SEM (standard error of the mean).

### Subcellular fractionation

HEK293 confluent cell monolayers were washed with ice cold PBS, and lysed in buffer 1 (15 mM Tris–HCl pH 7.4, 80 mM KCl, 5 mM MgCl_2_, 1% Triton-X-100, Protease inhibitors (Complete mini, Roche)). Cell debris was discarded by spinning at 14,000*g* 10 min 4 °C. The supernatant (S30 fraction) was centrifuged at 95,000 rpm during 1.5 h using the TLA100.2 rotor, yielding the S100 fraction (supernatant), and the native ribosomes (pellet). Native ribosomes were resuspended in 100 µl of buffer 1. The total protein content in S30 fractions was measured by the Bradford assay; the ribosome concentration was determined as 14 units *A*_260_ = 1 mg/ml.

### Whole cell extracts

Cells were washed twice with ice-cold PBS and harvested in PBS. After spin the cells at 4 °C for 5 min at 800 g, the pellet was incubated with shaking at 4 °C for at least 30 min with 1 V of 50 mM Tris–HCl pH 7.9, 8 M Urea, 1% Chaps. Finally, the supernatant (WCE) was collected after centrifugation 10 min at 14,000*g*, 4 °C.

### Immunodetection

Equal amounts of total protein were resolved on SDS–polyacrylamide gels and transferred to a PVDF membrane (0.2 μm pore, Bio-Rad) using a semi-dry electrotransfer (Bio-Rad). Gemin5 was immunodetected using anti-Gemin5 (Novus) antibody or anti-Xpress (Thermo Fisher Scientific). Commercial antibodies were used to detect RPL3 and RACK1 (Santa Cruz). P1 and P2 ribosomal proteins were detected with the monoclonal antibody 3BH5 [63]. Anti-H3A (abcam) and Histone H2A (Cell Signaling) were a kind gift from Dr. C. Gutierrez and Dr. E. Lecona. Immunodetection of tubulin (Merck) was used as loading control. The appropriate secondary HRP-conjugated antibodies (Thermo Fisher Scientific) were used according to the instructions of the manufacturer.

### RNA immunoprecipitation

HEK293 cells were washed with ice-cold PBS prior to UV irradiation (150 mJ/cm^2^, 254 nm) and lysed at 4 °C in lysis buffer (25 mM Tris–HCl pH 7.5, 150 mM NaCl, 5 mM EDTA, 10 mM β-Glycerol phosphate, 0.2 U/µl of RNaseOUT (Thermo Fisher Scientific), 1% Triton-X-100, and protease inhibitors (Complete mini, Roche)). Cells were broken by passing them through a 22G-needle, and centrifuged for 10 min at 4 °C. The cleared supernatant was then incubated with 20 μl Dynabeads™ Protein A (Thermo Fisher Scientific) magnetic beads previously conjugated with 1 μg anti-Gemin5 antibody or rabbit IgG antibody (Merck) for 3 h at 4 °C with shaking. After three washing steps, beads and total cell lysate were incubated with 200 μl Proteinase K buffer (50 mM Tris–HCl pH 7.5, 150 mM NaCl, 0.5% SDS, 5 mM MgCl_2_, 0.2 mg/ml proteinase K) at 65 °C 2 h with gentle rocking. RNAs were then extracted and resuspended in 20 μl RNase-free H_2_O. Reverse transcriptase was carried out to synthesize cDNA from equal amounts of the purified RNA samples. qPCR was performed using iTaq Universal SYBR qPCR Master Mix (Bio-Rad) on an CFX-384 Fast Realtime PCR system (Bio-Rad). The pairs of primers targeting specific ribosomal and histone mRNAs used for qPCR are listed in Table S6.

### Protein affinity purification

Confluent HEK293 cell monolayers were co-transfected with pcDNA3Xpress-Gemin5, and pL32-WT-Luc or pL32-CM6-Luc. Monolayers were washed 24 h post-transfection with ice-cold PBS prior to UV irradiation (400 mJ/cm^2^ at 254 nm). Ni–NTA Agarose (Qiagen) was used for purification of His-tagged proteins by gravity-flow chromatography according to the manufacturer's instructions. After washing, purified samples were treated with proteinase K and RNAs were extracted as described above.

### RNA synthesis and in vitro translation assays

pLuc-hSL and pLuc-polyA constructs containing the consensus histone stem-loop or a poly(A) tail downstream of the luciferase open reading frame were linearized with XhoI and NdeI, respectively, immediately downstream of the stem-loop or the poly(A) tail. Transcription was performed for 2 h at 37 °C using 10–50 U of T7 RNA polymerase in the presence of 1–3 µg of linearized DNA template, 40 mM Tris–HCl, 50 mM DTT, 0.5 mM rNTPs. RNA was extracted with phenol–chloroform, ethanol precipitated and resuspended in TE (10 mM Tris–HCl pH 8, 1 mM EDTA).

Luc-SL and Luc-p(A) RNAs were translated in 70% rabbit reticulocyte lysate (RRL) (Promega) supplemented with increasing amounts of human Gemin5 protein (0–400 ng) (Origene). Luciferase activity (RLU) was analyzed to monitor translation efficiency.

### RNA electrophoretic mobility shift assay

hSL and polyA RNAs uniformly labelled probes were prepared using *α*^32^P-CTP (500 Ci/mmol), T7 RNA polymerase (10 U), and linearized pGEM3-hSL or pGEM3-PolyA plasmids (1 μg) with XhoI and NdeI, respectively. hSL and PolyA RNAs were purified through MicroSpin G-25 columns (GE Healthcare), ethanol precipitated, and resuspended in TE to a final concentration of 0.04 pmol/µl. RNA integrity and mobility as a single band was examined in 6% acrylamide 7 M urea denaturing gel electrophoresis [44].

Prior to RNA-binding, in vitro synthesized hSL and polyA RNAs were heated at 95 °C for 2 min, snap cooling on ice for 2 min, and subsequently incubated in folding mix (100 mM HEPES pH 8.0, 100 mM NaCl, 5.25 mM MgCl_2_) for 20 min at 37 °C. Then, RNA-binding reactions were carried out in 10 µl of RNA-binding buffer (40 mM Tris–HCl pH 7.5, 250 mM NaCl, 0.1% (*w*/*v*) βME) for 15 min at room temperature. Purified Gemin5 protein (200, 400 ng- µM) (Origene) was incubated with ^32^P-labeled RNA (about 2 nM). Electrophoresis was performed in non-denaturing 6.0% (29:1) polyacrylamide gels. The gels were run at 4 °C in TBE buffer (90 mM Tris–HCl pH 8.4, 64.6 mM boric acid, 2.5 mM EDTA) at 100 V for 1 h. The ^32^P-labelled RNA and retarded complexes were detected by autoradiography of dried gels.

### Statistical analyses

Statistical analyses for RTqPCR and luciferase activity were performed as follows. Each experiment was repeated independently at least three times. Values represent the estimated mean ± SEM. Difference in distribution between two samples was analyzed by paired two-tailed Student’s *t* test, and were considered significant when *P* < 0.05. The resulting *P* values were graphically illustrated in figures with asterisks as described in figure legends.

## Availablity of data and material

The accession code for the FASTQ files and raw gene counts reported in this paper are deposited in GEO under the accession number GSE200388. All data generated or analyzed during this study are included in the manuscript and supporting files.

### Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

Supplementary file2

# Supplementary material for: Gemin5-dependent RNA association with polysomes enables selective translation of ribosomal and histone mRNAs
**Source:** Cell Mol Life Sci. 2022 Aug 20;79(9):490. doi: 10.1007/s00018-022-04519-4
**Supplement:** Supplementary file 1 — Supplementary file1

# Gemin5-dependent RNA association with polysomes enables selective translation of ribosomal and histone mRNAs

Azman Embarc-Buh<sup>1,#</sup>, Rosario Francisco-Velilla<sup>1,#</sup>, Juan Antonio Garcia-Martin<sup>2</sup>, Salvador Abellan<sup>1</sup>, Jorge Ramajo<sup>1</sup>, and Encarnacion Martinez-Salas<sup>1,\*</sup>

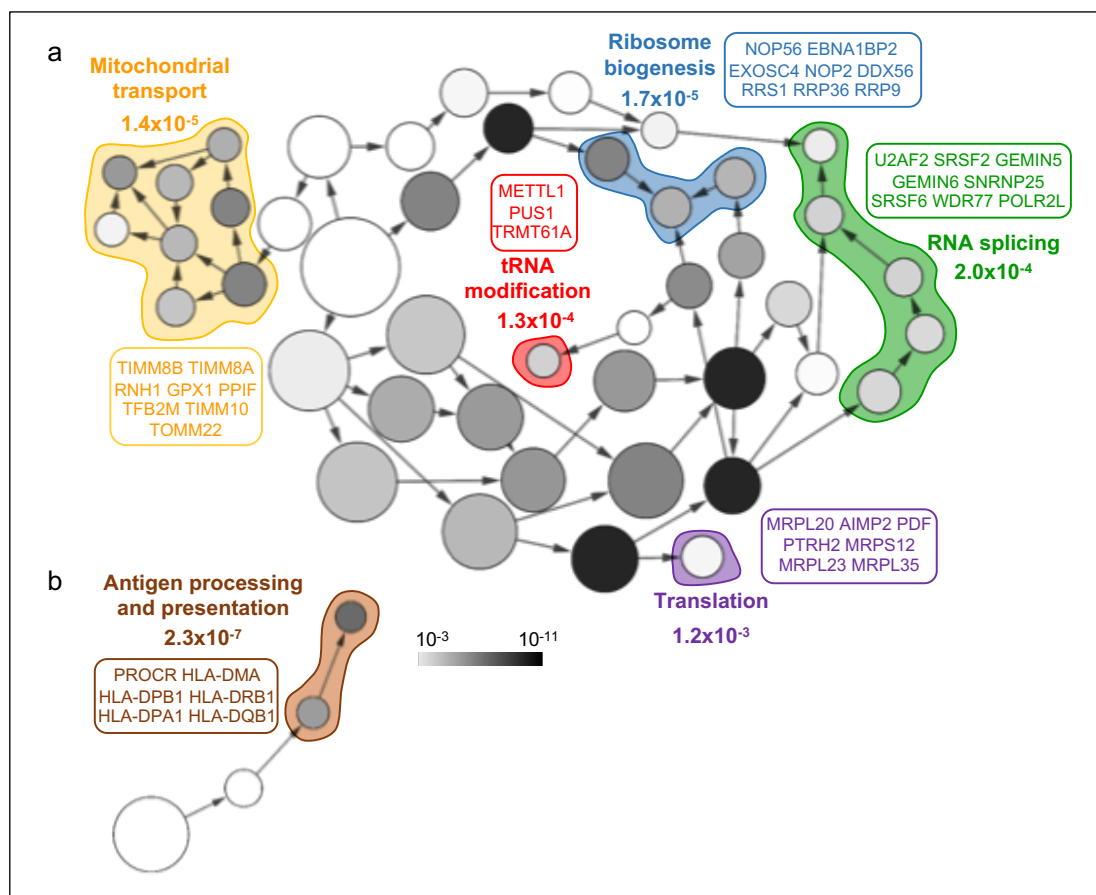

**Fig. S1.** Functional networks obtained with BiNGO (Cytoscape platform) of proteins encoded by mRNAs down-represented (a) or over-represented in Input (b). The *P*-values of the networks relative to a complete human proteome, and the proteins that compose the nodes included in each network are indicated.

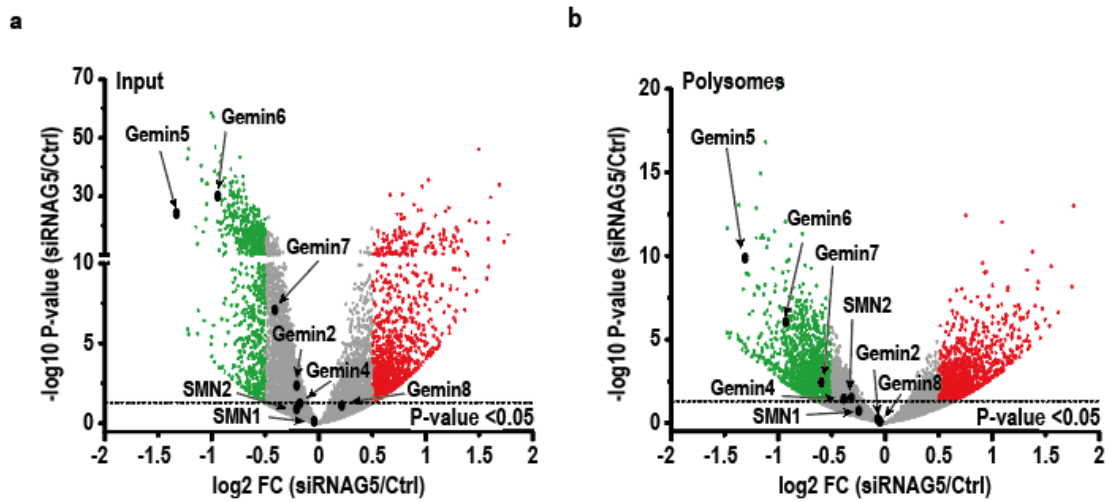

**Fig. S2.** Volcano plots showing the  $\log_2$  FC (X) versus  $-\log_{10} P$  value (Y) of the mRNAs encoding proteins of the SMN complex detected in the RNA-Seq analysis from the four replicas for the Input (a), and the Polysome (b), using as cut off  $-0.5 > \log_2$  FC  $> 0.5$  and  $P < 0.05$ .

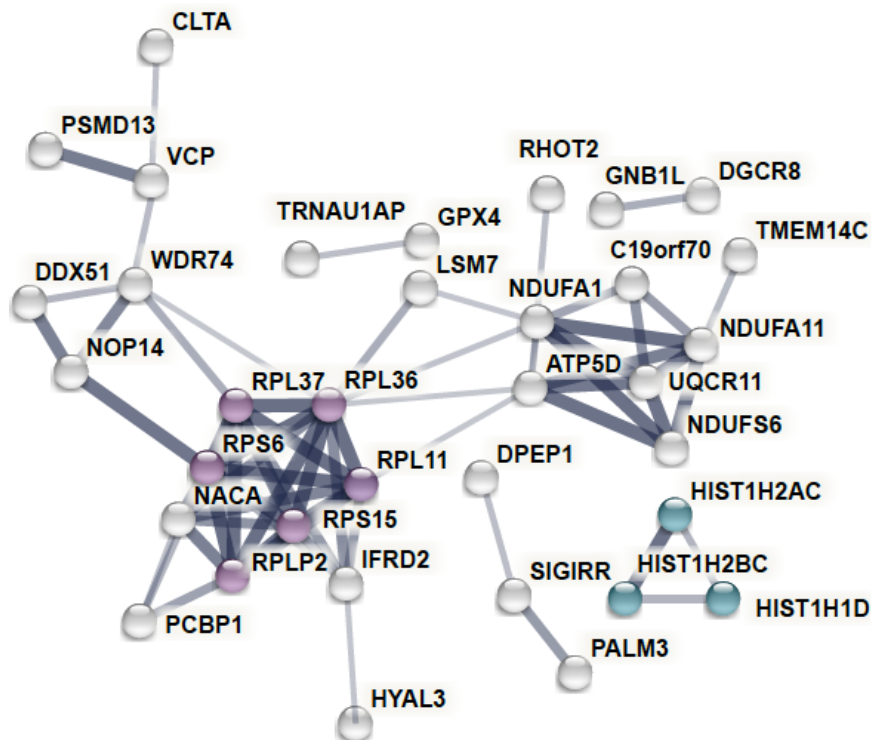

**Fig. S3.** STRING networks of predicted associations for the proteins encoded by the polysome-bound mRNA targets of Gemin5.

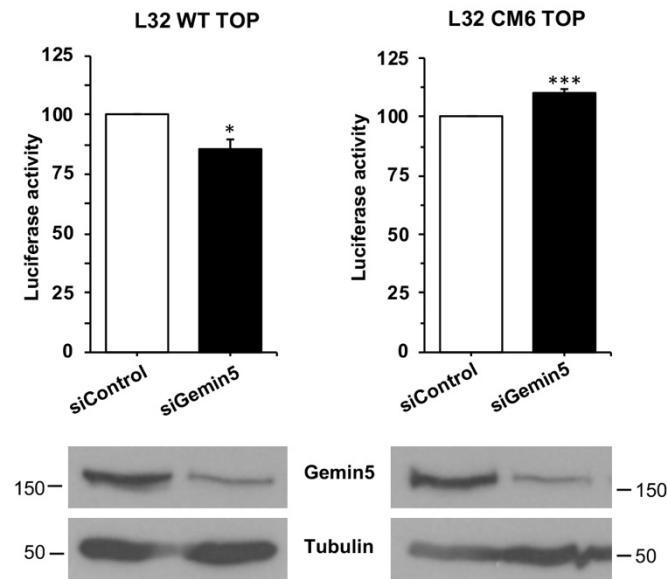

**Fig. S4.** Effect of the Gemin5 silencing on the translation of the L32 WT TOP or the mutant L32 CM6 TOP mRNAs. Gemin5 depleted and control cells were transfected with the indicated plasmids to monitor luciferase activity. Gemin5 silencing was monitored by western blot using anti-Gemin5 antibody. Tubulin was used as loading control.

**Table S1. TOP mRNAs**

| Gene ID         | Gene name | L2FC (siRNAG5/Ctrl) | -Log10P-value (siRNAG5/Ctrl) |
|-----------------|-----------|---------------------|------------------------------|
| ENSG00000165502 | RPL36AL   | -0.97               | 6.82                         |
| ENSG00000182899 | RPL35A    | -0.94               | 4.32                         |
| ENSG00000122026 | RPL21     | -0.93               | 4.19                         |
| ENSG00000136942 | RPL35     | -0.93               | 4.27                         |
| ENSG00000170889 | RPS9      | -0.92               | 4.77                         |
| ENSG00000171858 | RPS21     | -0.88               | 3.00                         |
| ENSG00000198918 | RPL39     | -0.87               | 3.36                         |
| ENSG00000083845 | RPS5      | -0.87               | 3.88                         |
| ENSG00000172809 | RPL38     | -0.86               | 3.78                         |
| ENSG00000143947 | RPS27A    | -0.85               | 3.65                         |
| ENSG00000130255 | RPL36     | -0.81               | 3.26                         |
| ENSG00000108107 | RPL28     | -0.81               | 3.18                         |
| ENSG00000177600 | RPLP2     | -0.81               | 2.98                         |
| ENSG00000115268 | RPS15     | -0.81               | 3.48                         |
| ENSG00000241343 | RPL36A    | -0.80               | 2.11                         |
| ENSG00000166441 | RPL27A    | -0.80               | 2.84                         |
| ENSG00000105193 | RPS16     | -0.80               | 3.10                         |
| ENSG00000104529 | EEF1D     | -0.79               | 5.38                         |
| ENSG00000213741 | RPS29     | -0.78               | 2.32                         |
| ENSG00000233927 | RPS28     | -0.77               | 2.36                         |
| ENSG00000071082 | RPL31     | -0.77               | 3.47                         |
| ENSG00000008988 | RPS20     | -0.77               | 2.82                         |
| ENSG00000221983 | UBA52     | -0.76               | 3.23                         |
| ENSG00000144713 | RPL32     | -0.76               | 2.95                         |
| ENSG00000118181 | RPS25     | -0.75               | 2.91                         |
| ENSG00000149806 | FAU       | -0.75               | 3.26                         |
| ENSG00000231500 | RPS18     | -0.75               | 2.82                         |
| ENSG00000186468 | RPS23     | -0.75               | 2.82                         |
| ENSG00000147403 | RPL10     | -0.74               | 3.12                         |
| ENSG00000164587 | RPS14     | -0.74               | 2.79                         |
| ENSG00000147604 | RPL7      | -0.74               | 3.22                         |
| ENSG00000105640 | RPL18A    | -0.74               | 2.67                         |
| ENSG00000110700 | RPS13     | -0.74               | 2.92                         |
| ENSG00000156482 | RPL30     | -0.73               | 2.86                         |
| ENSG00000177954 | RPS27     | -0.73               | 2.14                         |
| ENSG00000125691 | RPL23     | -0.72               | 3.06                         |
| ENSG00000162244 | RPL29     | -0.72               | 3.02                         |
| ENSG00000105372 | RPS19     | -0.71               | 2.45                         |
| ENSG00000131469 | RPL27     | -0.71               | 2.69                         |
| ENSG00000137154 | RPS6      | -0.71               | 2.70                         |
| ENSG00000116251 | RPL22     | -0.70               | 2.99                         |
| ENSG00000197756 | RPL37A    | -0.70               | 2.22                         |
| ENSG00000229117 | RPL41     | -0.70               | 2.09                         |

|                 |        |       |      |
|-----------------|--------|-------|------|
| ENSG00000171863 | RPS7   | -0.70 | 2.97 |
| ENSG00000197958 | RPL12  | -0.68 | 2.29 |
| ENSG00000112306 | RPS12  | -0.68 | 2.02 |
| ENSG00000182774 | RPS17  | -0.68 | 2.18 |
| ENSG00000145592 | RPL37  | -0.67 | 2.24 |
| ENSG00000198242 | RPL23A | -0.67 | 2.52 |
| ENSG00000148303 | RPL7A  | -0.65 | 3.03 |
| ENSG00000109475 | RPL34  | -0.65 | 2.25 |
| ENSG00000108298 | RPL19  | -0.63 | 2.64 |
| ENSG00000142676 | RPL11  | -0.63 | 2.44 |
| ENSG00000161016 | RPL8   | -0.62 | 3.04 |
| ENSG00000198755 | RPL10A | -0.61 | 2.31 |
| ENSG00000114391 | RPL24  | -0.60 | 2.41 |
| ENSG00000089157 | RPLP0  | -0.60 | 1.99 |
| ENSG00000188846 | RPL14  | -0.60 | 2.50 |
| ENSG00000114942 | EEF1B2 | -0.59 | 2.54 |
| ENSG00000142541 | RPL13A | -0.59 | 1.70 |
| ENSG00000142534 | RPS11  | -0.57 | 1.92 |
| ENSG00000138326 | RPS24  | -0.57 | 2.16 |
| ENSG00000122406 | RPL5   | -0.50 | 2.27 |

**Table S2. Histone mRNAs**

| Gene ID         | Gene name | L2FC (siRNAG5/Ctrl) | -Log10P-value (siRNAG5/Ctrl) |
|-----------------|-----------|---------------------|------------------------------|
| ENSG00000197238 | H4C11     | -1.27               | 6.52                         |
| ENSG00000278463 | H2AC4     | -1.12               | 3.53                         |
| ENSG00000274267 | H3C2      | -1.04               | 3.99                         |
| ENSG00000180596 | H2BC4     | -1.01               | 3.60                         |
| ENSG00000181218 | H2AW      | -0.95               | 4.78                         |
| ENSG00000275714 | H3C1      | -0.93               | 2.75                         |
| ENSG00000183598 | H3C13     | -0.93               | 2.98                         |
| ENSG00000184270 | H2AC21    | -0.87               | 2.25                         |
| ENSG00000278828 | H3C10     | -0.80               | 2.86                         |
| ENSG00000274641 | H2BC17    | -0.79               | 2.21                         |
| ENSG00000196747 | H2AC13    | -0.78               | 2.90                         |
| ENSG00000124575 | H1-3      | -0.72               | 2.00                         |
| ENSG00000275221 | H2AC15    | -0.68               | 1.43                         |
| ENSG00000124635 | H2BC11    | -0.65               | 2.39                         |
| ENSG00000196787 | H2AC11    | -0.64               | 1.70                         |
| ENSG00000274750 | H3C6      | -0.62               | 1.50                         |
| ENSG00000277157 | H4C4      | -0.62               | 1.42                         |
| ENSG00000246705 | H2AJ      | -0.61               | 2.73                         |
| ENSG00000180573 | H2AC6     | -0.50               | 1.34                         |

**Table S3. Enhanced mRNAs**

| Gene ID         | Gene name  | L2FC (siRNAG5/Ctrl) | -Log10P-value (siRNAG5/Ctrl) |
|-----------------|------------|---------------------|------------------------------|
| ENSG00000146674 | IGFBP3     | -1.48               | 5.40                         |
| ENSG00000011465 | DCN        | -1.44               | 5.40                         |
| ENSG00000260924 | LINC01311  | -1.38               | 5.27                         |
| ENSG00000163581 | SLC2A2     | -1.37               | 5.04                         |
| ENSG00000113600 | C9         | -1.37               | 5.01                         |
| ENSG00000146678 | IGFBP1     | -1.35               | 4.93                         |
| ENSG00000143546 | S100A8     | -1.34               | 4.87                         |
| ENSG00000263934 | SNORD3A    | -1.34               | 4.41                         |
| ENSG00000180210 | F2         | -1.32               | 4.74                         |
| ENSG00000134389 | CFHR5      | -1.30               | 4.55                         |
| ENSG00000280273 | AF131216.4 | -1.30               | 4.22                         |
| ENSG00000002933 | TMEM176A   | -1.29               | 4.34                         |
| ENSG00000197238 | HIST1H4J   | -1.27               | 6.52                         |
| ENSG00000129988 | LBP        | -1.25               | 3.99                         |
| ENSG00000152583 | SPARCL1    | -1.23               | 4.10                         |
| ENSG00000079557 | AFM        | -1.23               | 4.30                         |
| ENSG00000187758 | ADH1A      | -1.22               | 4.33                         |
| ENSG00000148346 | LCN2       | -1.20               | 4.04                         |
| ENSG00000110436 | SLC1A2     | -1.18               | 3.91                         |
| ENSG00000189056 | RELN       | -1.17               | 4.02                         |
| ENSG00000260260 | SNHG19     | -1.15               | 4.30                         |
| ENSG00000021852 | C8B        | -1.15               | 3.91                         |
| ENSG00000261701 | HPR        | -1.15               | 3.91                         |
| ENSG00000167711 | SERPINF2   | -1.15               | 3.92                         |
| ENSG00000198610 | AKR1C4     | -1.14               | 3.89                         |
| ENSG00000140093 | SERPINA10  | -1.14               | 3.88                         |
| ENSG00000139220 | PPFIA2     | -1.12               | 3.63                         |
| ENSG00000186529 | CYP4F3     | -1.12               | 3.64                         |
| ENSG00000278463 | HIST1H2AB  | -1.12               | 3.53                         |
| ENSG00000273619 | AL121832.2 | -1.11               | 5.97                         |
| ENSG00000164692 | COL1A2     | -1.11               | 3.73                         |
| ENSG00000101076 | HNF4A      | -1.11               | 3.74                         |
| ENSG00000130997 | POLN       | -1.09               | 3.78                         |
| ENSG00000106538 | RARRES2    | -1.07               | 3.60                         |
| ENSG00000247092 | SNHG10     | -1.07               | 4.99                         |
| ENSG00000132840 | BHMT2      | -1.06               | 3.56                         |
| ENSG00000274267 | HIST1H3B   | -1.04               | 3.99                         |
| ENSG00000132855 | ANGPTL3    | -1.04               | 3.47                         |
| ENSG00000174721 | FGFBP3     | -1.04               | 4.24                         |
| ENSG00000242125 | SNHG3      | -1.03               | 7.86                         |
| ENSG00000106327 | TFR2       | -1.03               | 3.41                         |
| ENSG00000180596 | HIST1H2BC  | -1.01               | 3.60                         |
| ENSG00000123843 | C4BPB      | -1.01               | 3.32                         |

|                 |            |       |      |
|-----------------|------------|-------|------|
| ENSG00000165502 | RPL36AL    | -0.97 | 6.82 |
| ENSG00000181218 | HIST3H2A   | -0.95 | 4.78 |
| ENSG00000102030 | NAA10      | -0.95 | 5.42 |
| ENSG00000182899 | RPL35A     | -0.94 | 4.32 |
| ENSG00000122026 | RPL21      | -0.93 | 4.19 |
| ENSG00000136942 | RPL35      | -0.93 | 4.27 |
| ENSG00000227063 | RPL41P1    | -0.92 | 3.37 |
| ENSG00000148291 | SURF2      | -0.92 | 5.11 |
| ENSG00000235174 | RPL39P3    | -0.92 | 3.55 |
| ENSG00000170889 | RPS9       | -0.92 | 4.77 |
| ENSG00000269893 | SNHG8      | -0.92 | 3.64 |
| ENSG00000102103 | PQBP1      | -0.90 | 7.58 |
| ENSG00000243199 | AC115223.1 | -0.89 | 4.02 |
| ENSG00000099849 | RASSF7     | -0.88 | 6.69 |
| ENSG00000155016 | CYP2U1     | -0.88 | 4.28 |
| ENSG00000198918 | RPL39      | -0.87 | 3.36 |
| ENSG00000235065 | RPL24P2    | -0.87 | 3.61 |
| ENSG00000083845 | RPS5       | -0.87 | 3.88 |
| ENSG00000214309 | MBLAC1     | -0.87 | 4.50 |
| ENSG00000172809 | RPL38      | -0.86 | 3.78 |
| ENSG00000147996 | CBWD5      | -0.85 | 4.38 |
| ENSG00000143947 | RPS27A     | -0.85 | 3.65 |
| ENSG00000261526 | AC012615.1 | -0.84 | 3.54 |
| ENSG00000132330 | SCLY       | -0.84 | 4.73 |
| ENSG00000104356 | POP1       | -0.84 | 3.55 |
| ENSG00000135763 | URB2       | -0.82 | 4.01 |
| ENSG00000164346 | NSA2       | -0.81 | 6.54 |
| ENSG00000169857 | AVEN       | -0.81 | 5.71 |
| ENSG00000115268 | RPS15      | -0.81 | 3.48 |
| ENSG00000173638 | SLC19A1    | -0.81 | 9.77 |
| ENSG00000089009 | RPL6       | -0.80 | 4.14 |

**Table S4. Repressed mRNAs**

| Gene ID         | Gene name  | L2FC (siRNAG5/Ctrl) | -Log10P-value (siRNAG5/Ctrl) |
|-----------------|------------|---------------------|------------------------------|
| ENSG00000188185 | LINC00265  | 1.32786382          | 6.30619717                   |
| ENSG00000261716 | AC239868.2 | 1.2556284           | 3.96131711                   |
| ENSG00000182040 | USH1G      | 1.21971734          | 4.05170648                   |
| ENSG00000155761 | SPAG17     | 1.1914491           | 3.67261991                   |
| ENSG00000113763 | UNC5A      | 1.18917413          | 3.99038716                   |
| ENSG00000004776 | HSPB6      | 1.17125973          | 3.58458134                   |
| ENSG00000129682 | FGF13      | 1.14176941          | 3.95447743                   |
| ENSG00000187135 | VSTM2B     | 1.13690897          | 3.73772593                   |
| ENSG00000188177 | ZC3H6      | 1.12351031          | 6.28789884                   |
| ENSG00000248243 | LINC02014  | 1.10352093          | 3.49920859                   |

|                 |            |            |            |
|-----------------|------------|------------|------------|
| ENSG00000102053 | ZC3H12B    | 1.10351455 | 4.19259081 |
| ENSG00000080298 | RFX3       | 1.09756251 | 4.66372381 |
| ENSG00000048392 | RRM2B      | 1.09104386 | 12.0403601 |
| ENSG00000280123 | AC023632.6 | 1.08333991 | 4.96018425 |
| ENSG00000232907 | DLGAP4-AS1 | 1.06145311 | 3.76005756 |
| ENSG00000188523 | CFAP77     | 1.04697063 | 3.56222485 |
| ENSG00000111846 | GCNT2      | 1.03750733 | 5.17859007 |
| ENSG00000141639 | MAPK4      | 1.03632509 | 3.80953587 |
| ENSG00000168135 | KCNJ4      | 1.03053001 | 3.58732842 |
| ENSG00000261115 | TMEM178B   | 1.02149568 | 4.70604879 |
| ENSG00000064692 | SNCAIP     | 1.0131938  | 3.44911472 |
| ENSG00000102531 | FNDC3A     | 1.0043344  | 6.38059171 |
| ENSG00000101752 | MIB1       | 1.0020629  | 4.68736518 |
| ENSG00000173273 | TNKS       | 1.00090198 | 5.97438139 |
| ENSG00000139793 | MBNL2      | 0.99662544 | 4.96607358 |
| ENSG00000150625 | GPM6A      | 0.98906446 | 3.36011313 |
| ENSG00000162636 | FAM102B    | 0.95232831 | 5.72967384 |
| ENSG00000112182 | BACH2      | 0.9496011  | 3.66481271 |
| ENSG00000213626 | LBH        | 0.93732215 | 5.73794877 |
| ENSG00000237517 | DGCR5      | 0.92864885 | 3.92329388 |
| ENSG00000112624 | BICRAL     | 0.92301907 | 3.38342871 |
| ENSG00000144369 | FAM171B    | 0.91752981 | 5.42983633 |
| ENSG00000174738 | NR1D2      | 0.91182132 | 9.57748376 |
| ENSG00000278709 | NKILA      | 0.90945171 | 3.62797533 |
| ENSG00000111252 | SH2B3      | 0.90482979 | 4.90617288 |
| ENSG00000155304 | HSPA13     | 0.89407348 | 3.9371653  |
| ENSG00000198961 | PJA2       | 0.8911033  | 3.76909704 |
| ENSG00000169891 | REPS2      | 0.88003415 | 4.86369978 |
| ENSG00000083290 | ULK2       | 0.87620184 | 4.35108548 |
| ENSG00000106100 | NOD1       | 0.87036125 | 3.44733394 |
| ENSG00000141682 | PMAIP1     | 0.86355095 | 7.56786794 |
| ENSG00000168214 | RBPJ       | 0.86307945 | 6.08748049 |
| ENSG00000169499 | PLEKHA2    | 0.85288314 | 3.50222402 |
| ENSG00000160712 | IL6R       | 0.85243774 | 3.66697263 |
| ENSG00000227372 | TP73-AS1   | 0.85151536 | 4.15480712 |
| ENSG00000236609 | ZNF853     | 0.84704587 | 3.58975406 |
| ENSG00000120693 | SMAD9      | 0.84698194 | 5.59290324 |
| ENSG00000120071 | KANSL1     | 0.84381574 | 5.85455548 |
| ENSG00000004777 | ARHGAP33   | 0.84164582 | 3.31851997 |
| ENSG00000168137 | SETD5      | 0.84098248 | 5.35618297 |
| ENSG00000104490 | NCALD      | 0.83878495 | 3.85801494 |
| ENSG00000158106 | RHPN1      | 0.8346893  | 3.765706   |
| ENSG00000175093 | SPSB4      | 0.82219461 | 5.37692733 |
| ENSG00000248092 | NNT-AS1    | 0.80356354 | 5.02224674 |

**Table S5. TOP and histone Gemin5 targets**

| Gene ID         | Gene name | Gene ID         | Gene name |
|-----------------|-----------|-----------------|-----------|
| ENSG00000145592 | RPL37     | ENSG00000180573 | H2AC6     |
| ENSG00000177600 | RPLP2     | ENSG00000180596 | H2BC4     |
| ENSG00000137154 | RPS6      | ENSG00000197409 | H3C4      |
| ENSG00000124614 | RPS10     | ENSG00000158406 | H4C8      |
| ENSG00000115268 | RPS15     | ENSG00000187837 | H1-2      |
| ENSG00000134419 | RPS15A    | ENSG00000124575 | H1-3      |
| ENSG00000130255 | RPL36     | ENSG00000168298 | H1-4      |
| ENSG00000167658 | EEF2      | ENSG00000196866 | H2AC7     |
| ENSG00000163682 | RPL9      | ENSG00000158373 | H2BC5     |
| ENSG00000142676 | RPL11     | ENSG00000203811 | H3C14     |
|                 |           | ENSG00000197697 | H2BC6     |

**Table S6. Primers**

| Gene             | Forward (5'-3')                                                       | Reverse (5'-3')                                                  |
|------------------|-----------------------------------------------------------------------|------------------------------------------------------------------|
| <b>Gemin5</b>    | AAGGTGAGCGAATGCTGAGT                                                  | GGATCATTTCTGCCAAGGTC                                             |
| <b>DDX39</b>     | TGAGGACTCGGACACCTACC                                                  | TTTTGGCATCATTCTCGTCA                                             |
| <b>RBM3</b>      | ATTGGTTCTGGCAAGTTTGG                                                  | TGGGAAATTGCTTCCTAACC                                             |
| <b>TP53INP1</b>  | CTGTTTAGGGTGGAGAAAGAGGT                                               | TGCCTGCCTTCAAGAGTAACT                                            |
| <b>RRM2B</b>     | GAGGAAGGGCTTATGGACTGAG                                                | TGCTGGTACACTATTCAGGCTG                                           |
| <b>RHEBL1</b>    | GTCGCTGCCATCTCATGTGA                                                  | TACCCGTGAAGTCCTGAGGA                                             |
| <b>LINC00324</b> | TCCAGGAAAAACAGCGATCGA                                                 | AGGTTTCATGTGGGGTGGGT                                             |
| <b>MYO5A</b>     | TCGCCATATCTGTCTCATCATC                                                | AGGGAAGAACGTCTTGACACA                                            |
| <b>pL32-CM6</b>  | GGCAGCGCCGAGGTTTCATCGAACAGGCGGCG<br>GCGGCGC                           | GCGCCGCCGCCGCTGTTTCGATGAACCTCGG<br>CGCTGCC                       |
| <b>hSL</b>       | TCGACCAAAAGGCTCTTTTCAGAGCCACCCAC<br>TCGAGG                            | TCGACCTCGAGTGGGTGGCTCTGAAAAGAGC<br>CTTTTG                        |
| <b>PolyA</b>     | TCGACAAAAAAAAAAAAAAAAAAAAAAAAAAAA<br>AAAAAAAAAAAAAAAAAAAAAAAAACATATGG | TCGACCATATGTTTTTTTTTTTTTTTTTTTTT<br>TTTTTTTTTTTTTTTTTTTTTTTTTTTG |
| <b>RPL32</b>     | TGCCGAGATCGCTCACAATG                                                  | GCATTGGGGTGGTGACTCT                                              |
| <b>RPL3</b>      | AATGGCAGGATGAGGATGGC                                                  | CATCTGGGTGTGGGCAATGA                                             |
| <b>RPLP1</b>     | CCCTCATCTGCACGACGAT                                                   | CCAGGCCAAAAAGGCTCAAC                                             |
| <b>RACK1</b>     | TGCTTCTGGAGGCAAGGATG                                                  | AAGCACAGGGCGTTGATGAT                                             |
| <b>RPL35</b>     | GAAACAGCTGGACGACCTGA                                                  | TCCGACGACTCGGATCTTA                                              |
| <b>RPS9</b>      | CGCTTGATGAGAAGGACCCA                                                  | CCAGCTTCATCTTGCCCTCA                                             |
| <b>RPL21</b>     | CTTTGGCCACATATATGCGAATC                                               | GGTAACACTTGTGGGGCATTC                                            |
| <b>H2AC4</b>     | AAACTCTTGGGGCGTGTGAC                                                  | CCTTGGCCTTATGATGGCTCT                                            |
| <b>H3C1</b>      | TAGTGTGGGTGTTCCGCTG                                                   | GCCTTAGTGGCCAACTGTTT                                             |
| <b>H1</b>        | CATCCGGACCCCAAGTATCT                                                  | CTTTCTTAAGCGCGGCCAGA                                             |
| <b>H2AC6</b>     | GCTTAGGCCGCTGTTTGG                                                    | AAGAGCGGGATTTTCGCTTTGG                                           |

How the deposited data were processed for this re-analysis (not part of the article)

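RNA from cytoplasmic lysates (Input) and from pooled polysomal fractions (Polysome) of HEK293 cells, with Gemin5 silenced by an siRNA (siRNAG5) or not (Ctrl), was sequenced in 16 libraries, 4 per group. Conditions and replicate numbers were taken from the sample labels and the paper. The labels call the Ctrl cells untreated and the paper describes a control siRNA, and which of these holds is not settled here. The authors made stranded libraries from polyadenylated RNA, aligned the reads to GRCh38 (Ensembl release 91) with STAR, counted them per gene with QoRTs, and deposited the counts as whole numbers without normalization, one column per library. Reads that aligned to several places, to no gene or to more than 1 gene were listed by the authors apart from the genes, and were left out of library sizes and tests. They made up 4.88 to 42.4%, 0.667 to 1.33% and 4.14 to 7.41% of the reads of a library. Reads counted on genes numbered 11145324 to 24511299 per library, and all values rest on these. The paper states 30 M reads per sample and paired-end sequencing, without saying whether pairs or single reads are meant. That depth and the counts are thus not directly comparable.

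The counts list 58302 gene identifiers, of which 57532 were named by the reference annotation (GENCODE v44, GRCh38) and 57546 after adding the names of Dataset 1. Coordinates are those of that annotation, a later release of the build the authors used. Each fraction was fitted alone with edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM normalization, quasi-likelihood test, treatment as the only term), and the change in Polysome minus the change in Input was tested in one fit of the 16 libraries. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 FC beyond 0.5. The paper used DESeq2 and states P without saying whether it was adjusted, and its statistics section covers RTqPCR and luciferase assays. The P of Dataset 1 is unadjusted, since its -log10 values differed by at most 3.991e-05 from those of the unadjusted p of DESeq2 with a normal prior, and 925 of its 1747 genes had an adjusted p under 0.05 in that fit. G5-Enhanced and G5-Repressed genes were called in Polysome and not called in the same direction in Input. Gene lists were tested with camera and fry of limma 3.58.1, with Benjamini-Hochberg adjustment over the lists tested in a comparison (12 in Input, 15 in Polysome and 15 for the difference between the fractions). Principal components, seed sites and figures were computed with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

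The lists held ribosomal proteins, other TOP mRNAs, replication-dependent and replacement histones, liver, blood and brain genes, small nucleolar RNA host genes, p53 targets, mitochondrially encoded genes, RNAs without a poly(A) tail, and genes the paper names for RTqPCR, the SMN complex, RNA immunoprecipitation and the Sm and LSM proteins. The plan was to test all 22 lists, and 6 of them, whose genes had been read from the networks of Fig. S1, were left out of the list tests after results had been seen, because a picture is no source for a test. With them the adjusted p over lists was smaller, and for ribosomal proteins in Polysome fry then passed 0.05. Their genes are reported one by one. Named genes were those of the lists taken from the paper, the 3 largest changes of each of Tables S1 to S5, and the 5 called genes with the largest change in each direction whose groups did not overlap. Values in the paper's tables had been seen when this rule was written.

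Alternatives were DESeq2 1.42.0 without shrinkage or with a normal prior, the unadjusted p, RLE size factors, no filter on low counts, the replicate number as a block, offsets for transcript length and GC content, all 16 libraries in one fit, stricter rules for the G5 sets, fry in place of camera, and each library left out in turn. Chosen after results had been seen were 1 surrogate variable (sva 3.50.0), the canonical transcript for length, GC content and 3' UTR, the definitions of kinase and TMEM genes, the sets of Polysome libraries, and the exact permutation tests of list means per library. The scripts were tested on simulated counts with 200 changed genes, of which edgeR recovered 199 in the Input design (13962 genes), 144 in the Polysome design (14210 genes) and 116 for the difference between the fractions (14827 genes). False calls in these designs numbered 7, 6 and 3 with edgeR, and 1, 29 and 13 with DESeq2 without shrinkage. With a library factor planted across the treatments edgeR recovered 193, 65 and 75, and with 1 surrogate variable 199, 123 and 101. A planted list of 30 genes passed under camera and fry in all designs, and of random lists of unchanged genes, 50 per design, camera passed 0, 0 and 2 and fry 4, 0 and 3 at an unadjusted p under 0.05, with simulated genes that vary independently of each other. With 4 libraries against 4, the smallest two-sided exact p is 0.0286. Proteins, RTqPCR, immunoprecipitation, luciferase and published crosslinking data were not analysed here, and no term enrichment was run.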

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

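The tests of serpin genes, of the sets of Polysome libraries, of pseudogenes and of transcript length for p53 targets were chosen after the results were seen, as were the exact tests on list means and the tests with a surrogate variable.

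Single libraries lay apart from the other 3 of their group in 4 of 124 groups examined, where chance gives about 5% of groups. In Polysome siRNAG5 1, 42.439% of the reads aligned to several places, against 29.0, 26.3 and 26.6% in the other siRNAG5 libraries. The mean log2 CPM of small nucleolar RNA host genes was 5.208 in Input siRNAG5 1, against 5.10 in each of the others, and that of brain genes was 3.047 in Polysome Ctrl 2, against 2.91 to 2.93. LINC00324 had a log2 CPM of 0.61 in Polysome Ctrl 1, against -1.06 to -0.86, on 13 reads. No explanation was tested for these libraries.

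Reads of liver genes were counted in some libraries and not in others. The 27 genes of the liver list had 7911 reads over the 4 Polysome Ctrl libraries and 141 over the 4 Polysome siRNAG5 libraries, and in the Input Ctrl libraries 2014 and 1700 reads in Ctrl 3 and 4 but 35 and 22 in Ctrl 1 and 2. Treatment does not separate the Input Ctrl libraries, so the value of 22 argues against silencing as the whole origin of these reads, and they may come from liver RNA that entered 6 of the 8 Ctrl libraries. ALB alone had 2000 reads over Polysome Ctrl. Blood cells would bring globin reads at a far higher level than ALB, and HBB, HBA1 and HBA2 together had 108 over Polysome Ctrl, which argues against blood as the origin of the liver reads. Some genes of blood cells nevertheless went with them in Polysome. HBB had 57 reads over Polysome Ctrl and 0 over Polysome siRNAG5, and 0, 0, 2 and 5 in Input Ctrl 1 to 4. Over Polysome Ctrl and siRNAG5 LYZ had 102 and 1, IGHG1 62 and 0, S100A9 57 and 0 and FCN1 31 and 0. Over Input Ctrl, IGHG1 had 34 reads, but LYZ had 9, S100A9 2 and FCN1 0, where ALB had 999. LYZ, S100A9 and FCN1 thus hardly followed the liver reads into Input. RNA of blood-type cells beside that of liver stays open. The serpin genes of Dataset 1 had 30 reads in the Input Ctrl library with the most and 1 in that with the fewest, along the same libraries as the liver list. How liver RNA would have entered these libraries was not tested. The paper describes Input and Polysome RNA as taken from individual lysates, so an mRNA of the cells in polysomes would also be in Input. The liver list had between 1738 and 2394 reads in the 4 Polysome Ctrl libraries, but 35 and 22 in Input Ctrl 1 and 2. For the liver list, these values argue against silencing as the origin of the Polysome difference. For the serpin genes, which rest on few reads, the part due to silencing stays open. Fitted changes for these genes depend on the prior count and are no bound. With genes of 3 reads or fewer over the 4 siRNAG5 libraries set to 3, the median log2 ratio was -5.44 over 25 genes in Polysome and -4.59 over 24 in Input.

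The change in Polysome differed from the change in Input for 10 lists by camera. The median difference on the log2 scale was -0.7962 for ribosomal proteins, -0.3993 for other TOP mRNAs, -0.3068 for replication-dependent histones (-0.0283 with length and GC offsets, 18 genes lower and 17 higher, and -0.7249 to -0.1185 with libraries left out), -0.6612 for liver genes, -0.6299 for blood genes, -0.5793 for small nucleolar RNA host genes and 1.0608 for mitochondrially encoded genes. It was -0.8298 for the TOP mRNAs and -0.827 for the histone mRNAs of the paper's RNA immunoprecipitation. For the Sm and LSM genes, which the paper took from its G5-Enhanced set in these same samples, it was -0.2812. With length and GC offsets that value was -0.1305, and with libraries left out it lay between -0.3937 and -0.1585. In the first fit none of the 10 passed under fry of limma, where the smallest adjusted p was 0.0973. With length and GC offsets, fry passed ribosomal proteins (adjusted p = 0.00157) and the TOP mRNAs of the immunoprecipitation (0.000416), and with 1 surrogate variable it passed these (0.00143 and 0.00138), small nucleolar RNA host genes (0.00131), mitochondrially encoded genes (0.0436) and Sm and LSM genes (0.0436). In the fit by edgeR without these terms no single gene was called, with 517 lower and 272 higher at an unadjusted p under 0.05, while edgeR with no filter on low counts called 29 lower and 28 higher and DESeq2 12 lower and 18 higher.

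For ribosomal proteins in Polysome, a bias of transcript length would remove the fall once corrected. The median with length and GC offsets was -0.5573 and the fall stayed, which argues against length as the whole cause. Genes matched on length, GC content and abundance fell by 0.45, and the median difference of the list from them was -0.3176. The match was incomplete, since the matched genes were less abundant and longer, with a median of 1082 nt against 785 nt for the list. Longer genes fell less in Polysome, so this difference may still hold an effect of length. Genes with few pseudogenes fell by 0.83 (-0.8298), as those with many did (-0.81), which argues against shared reads. The Polysome libraries fall into 2 sets that cross the treatments, Ctrl 1, Ctrl 2, siRNAG5 1 and siRNAG5 4 against the other 4 libraries, found from the data. Between the sets the list differed by 0.71. Within each set it was lower in siRNAG5, at -0.6836 and -0.95, so the sets alone may not account for the fall. In each set both siRNAG5 libraries had a lower list mean than both Ctrl libraries. Without regard to the sets, the libraries overlap (exact permutation test p = 0.0857). Under fry of limma the list passed with the offsets (adjusted p = 0.0101) and with 1 surrogate variable (0.00728, a median of -0.76 and 67 of 79 called). The origin of the sets was not tested, and an effect of silencing on these mRNAs stays open as a hypothesis found and tested on the same libraries.

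Genes outside those discussed in the paper also changed. The p53 targets rose in Input with a median of 0.4724 and in Polysome of 0.4561, 28 of 31 and 28 of 32 genes being higher, and passed under camera and fry in both. All 4 siRNAG5 libraries lay above all 4 Ctrl libraries in the list mean (exact permutation test p = 0.0286, the smallest possible, and 0.0715 in Input and 0.0613 in Polysome after adjustment over lists). With length and GC offsets the Input median was 0.509, which argues against transcript length. A response of the cells to silencing or to transfection stays open, since the treatment of the Ctrl cells is not settled. Mitochondrially encoded mRNAs rose in Polysome with a median of 0.8661 by camera but not under fry (adjusted p = 0.327 by limma), whereas with 1 surrogate variable the median was 0.97, 10 of 13 were called and fry passed (0.0236). The rise was 1.07 in the first set of Polysome libraries and 0.3415 in the second, where single libraries overlap, so silencing and a difference between libraries cannot be told apart for these mRNAs. Small nucleolar RNA host genes had a median of -0.4825 in Polysome, which passed under camera and not under fry (adjusted p = 0.135 by limma). With 1 surrogate variable it was -0.43, which passed under fry (0.00563). With length and GC offsets it was -0.2433, and with libraries left out it lay between -0.6216 and -0.2871.

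Other divisions of the same libraries into 4 and 4 were counted for each comparison, 35 in all with the real one. In Input 1 of 35 gave as many calls, the real one, which is the smallest share possible (2.86%) and argues against chance. In Polysome 2 of 35 did, the other being the division into the 2 sets of libraries with 2054 calls. This count alone thus leaves room for a factor between libraries other than silencing. The sets cross the treatments, and the surrogate variable, chosen after results were seen, was negative in the first set and positive in the second. With it in the fit, 1139 of the 1146 Polysome calls were kept. Since the sets are balanced over the treatments, this term can hardly change the treatment effect. Keeping the calls was thus close to fixed in advance, and no conclusion on a factor between libraries is drawn from it. For the difference between the fractions the real division gave 0 calls, so all 35 divisions reach that number by construction and the count is no test. The division into the 2 sets of libraries gave 196 calls for this difference. At the unadjusted p in edgeR it gave 2781, against 789 for the real division.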

How the results depend on the processing

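Alternatives were chosen before the data were examined, except the surrogate variable, which was chosen after, as was the canonical transcript behind the offsets. For each value that moved, the cause was not tested unless stated. No named gene called in the first fit and no list that passed under camera there reversed its direction. Others near 0 did, as the Input median of ribosomal proteins, from -0.03 to 0.0643 with offsets. The order of the totals in Polysome and Input, 1146 and 2330, also turned, with a normal prior (1890 and 1827), all 16 libraries in one fit (2597 and 1795), the surrogate variable (2999 and 2364), and the unadjusted p in edgeR (2942 and 2602) or with a normal prior (2952 and 2127). The counts called in Input stayed within 1.5 times of 851 and 1479 under all alternatives, whereas in Polysome (577 lower, 569 higher), for the difference between the fractions (0 and 0) and for the G5-Enhanced and G5-Repressed sets (237 and 230) they did not.

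DESeq2 without shrinkage gave 1200 lower in Polysome, 12 lower and 18 higher for the difference, and 655 and 402 in the sets. With a normal prior these were 1138, 14, 17, 640 and 399. The unadjusted p in edgeR gave 1343 lower and 1599 higher, 517 and 272, and 756 and 830. The normal prior with the unadjusted p gave 1589 and 1363, and sets of 1002 and 823. No filter on low counts gave 941 lower, 29 and 28, and 442 and 367. Length and GC offsets gave 926 higher, 19 and 3, and 410 and 409, and with the replicate block added 904 lower, 893 higher, 30 and 5, and 461 and 397. All 16 libraries in one fit gave 1520 and 1077, and 907 and 605. The surrogate variable gave 1427 and 1572, 346 and 110, and 851 and 847. Without an adjusted p under 0.05 in Input, 85 G5-Enhanced genes were left, those not tested in Input included, and 0 and 0 were also called for the difference by edgeR.

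With each library left out in turn, Polysome calls ranged from 113 to 836 lower and 76 to 687 higher, the sets from 59 to 423 and from 16 to 357, and calls for the difference from 0 to 1. Without Ctrl 2, Polysome had 113 and 76, without Ctrl 4 321 and 260, without siRNAG5 1 254 and 264, without siRNAG5 2 245 and 267, and without siRNAG5 3 245 and 289. The sets were 59 and 16, 93 and 84, 105 and 80, 99 and 88, and 96 and 81 without these, and 423 and 357 without siRNAG5 4.

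The paper describes Input and Polysome RNA as taken from individual lysates, and names no link between Ctrl and siRNAG5 samples of the same number. Deviations from the group means of equally numbered Ctrl and siRNAG5 libraries had correlations across genes of -0.034 to 0.069 in Input and of 0.483, -0.25, 0.365 and -0.53 in Polysome. Those of equally numbered Input and Polysome libraries were 0.023, 0.184, -0.074 and 0.186 in Ctrl and 0.222, 0.129, -0.024 and -0.207 in siRNAG5, so that a pairing by number is weak or absent in the counts. With the replicate block, the liver median was -1.9617 in Input and -0.91 for the difference (-0.9688 with a replicate block by lysate), and blood genes in Polysome had a camera adjusted p of 0.0487. Polysome calls were 558 lower and 444 higher.

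Medians of the liver, blood and brain lists rest on few reads, depend on the prior count and are no bounds. Liver genes were at -2.08 in Input (2 genes) and -7.95 in Polysome (21 genes). DESeq2 without shrinkage gave -6.0059 and -6.9192, and -1.0297 for the difference, a normal prior -0.0743, -3.0241 and -0.2829, no filter -6.2728 and -6.6915, all 16 libraries -7.0379 and -7.2728, offsets -7.7729 in Polysome and -0.9047 for the difference, and offsets with the replicate block -7.7916 and -1.2225. Leaving out libraries gave -2.4476 to -1.6323, -7.9685 to -7.4122, and -1.3383 to -0.2082. At a floor of 3 reads over the group the medians were -4.59 and -5.44. Blood genes were at -0.129, -2.985 and -2.5214 in Input, in Polysome and for the difference by DESeq2, -0.0324, -0.7754 and -1.3701 with a normal prior, -0.0825, -2.8628 and -2.2095 with no filter, and -0.1937 and -0.8236 with all 16 libraries, and ranged from -2.8441 to -0.0649 in Polysome and from -2.0087 to -0.585 for the difference with libraries left out. Fewer or more genes passing a filter changes these lists by construction. Brain genes were at -0.0281 in Input and -0.0591 in Polysome with a normal prior, -0.1307 in Polysome with no filter, and -0.3498 and -0.3494 in Input with offsets without and with the block. RNAs without a poly(A) tail were at -0.7598, -0.0661 and -0.9386 for the difference by DESeq2, with a normal prior and with no filter, and at -1.5832 to -0.6493 with libraries left out.

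Other medians moved less. A normal prior gave -0.1425 for replication-dependent histones and 0.4292 for p53 targets in Input, and DESeq2 without shrinkage -0.2241 for small nucleolar RNA host genes. Offsets, without and with the replicate block, gave in Input 0.0643 and 0.0621 for ribosomal proteins, -0.094 and -0.0925 for replacement histones, 0.509 and 0.5102 for p53 targets, and -0.3309 and -0.3288 for Sm and LSM genes, and in Polysome -0.1555 and -0.1365 for the SMN complex, which ranged from -0.3892 to -0.1731 with libraries left out. Under offsets, camera no longer passed mitochondrially encoded genes (adjusted p 0.3204) and the SMN complex (0.1432) in Input, replacement histones (0.1574) in Polysome, and replication-dependent histones (0.1761), the histone mRNAs of the immunoprecipitation (0.1106) and Sm and LSM genes (0.05184) for the difference. With the surrogate variable, replacement histones passed for the difference (0.04533).

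Under fry of limma, replacement histones (0.01032), brain genes (0.02066) and RTqPCR genes (0.02284) passed in Input and mitochondrially encoded genes (0.08037) did not. In Polysome, blood (0.00669) and brain genes (0.03877) passed, and ribosomal proteins (0.05146), small nucleolar RNA host genes (0.1354) and mitochondrially encoded genes (0.3273) did not. For the difference, those no longer passing were ribosomal proteins (0.09965), other TOP mRNAs (0.1029), replication-dependent histones (0.2735), liver genes (0.2202), blood genes (0.09965), small nucleolar RNA host genes (0.171), mitochondrially encoded genes (0.2371), TOP mRNAs (0.09728) and histone mRNAs (0.1329) of the immunoprecipitation, and Sm and LSM genes (0.2735). Fry changed in turn with the fit. With offsets it passed ribosomal proteins in all comparisons (0.0485 in Input, with a median above 0, 0.0101 in Polysome and 0.00157 for the difference), the TOP mRNAs of the immunoprecipitation in Input (0.0326) and for the difference (0.000416) and small nucleolar RNA host genes in Input (0.0245), but no longer replication-dependent histones (0.0648), replacement histones (0.101) and the histone mRNAs of the immunoprecipitation (0.0551) in Polysome. With the replicate block it no longer passed replication-dependent (0.0774) and replacement histones (0.0774), brain (0.0738) and RTqPCR genes (0.235) in Input and replacement histones (0.0694), TOP mRNAs (0.0782) and Sm and LSM genes (0.0782) in Polysome, and it passed mitochondrially encoded genes in Input (0.0428). With the surrogate variable it passed ribosomal proteins (0.00728), small nucleolar RNA host genes (0.00563), mitochondrially encoded genes (0.0236) and RTqPCR genes (0.0169) in Polysome, and 5 lists for the difference, and no longer RTqPCR genes in Input (0.0505).

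In the first fit, the rank correlation across genes of log2 FC with transcript length was 0.167 in Input, 0.312 in Polysome and 0.189 for the difference. In that fit the correlation with GC content was 0.118, -0.119 and -0.325. With no filter, the correlation with length was 0.04 in Input. With offsets it was -0.003 in Input and -0.014 in Polysome, and -0.001 and -0.013 with the replicate block added. That with GC content was 0.013 in Polysome and 0.01 for the difference with offsets, and 0.012 and 0.009 with the block. Offsets remove these trends by construction. The first and second principal components held 63.24% and 25.47% with 500 genes, and 42.26% and 19.58% at unit variance. With 8mer sites alone, the control siRNA's difference in Polysome was 0.0307 and no longer passed.

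For single named genes, 1107 results in Input were the same, 42 moved and 2 became calls under the alternatives. In Polysome 1023 were the same, 162 became calls, 24 lost theirs and 15 moved, and with libraries left out 149 lost theirs. The biological coefficient of variation was 0.0806 in Input and 0.216 in Polysome.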

Differences from the paper's values

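The paper's number of genes lower in siRNAG5 polysomes is 1505, and 577 were called here. Of the alternatives set before the data were examined, DESeq2 without shrinkage (1200), a normal prior (1138), the unadjusted p (1343), all 16 libraries in one fit (1520) and a normal prior with the unadjusted p (1589) came within 1.5 times, and RLE size factors (621), no filter (941), the replicate block (558), offsets (827) and offsets with the block (904) did not. The paper's number of genes higher is 1363, and 569 were called here. The unadjusted p (1599), offsets (926), all 16 libraries (1077) and a normal prior with the unadjusted p (1363) came within 1.5 times, and DESeq2 without shrinkage (771), a normal prior (752), RLE size factors (497), no filter (825), the block (444) and offsets with the block (893) did not. The paper's total is 2868 against 1146 here. DESeq2 without shrinkage (1971), the unadjusted p (2942), all 16 libraries (2597) and a normal prior with the unadjusted p (2952) came within 1.5 times, and a normal prior (1890), RLE size factors (1118), no filter (1766), the block (1002), offsets (1753) and offsets with the block (1797) did not. The paper states that more genes changed in Polysome than in Input. Here fewer were called in Polysome (1146) than in Input (2330) by edgeR, as with DESeq2 without shrinkage (1971 and 2020). At the same adjusted p, DESeq2 with a normal prior (1890 and 1827) and all 16 libraries in one fit (2597 and 1795) called more in Polysome. The order thus depends on the test as well as on the adjustment. The fit of all 16 libraries shares the spread between fractions whose biological coefficient of variation was 0.0806 in Input and 0.216 in Polysome. It can thus understate the spread in Polysome and favour calls there. With each library left out in turn, none of these 3 counts came within 1.5 times (113 to 836, 76 to 687 and 189 to 1523).

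The paper's number of G5-Enhanced genes is 924 and of G5-Repressed genes 823, against 237 and 230 here. For the first, DESeq2 without shrinkage (655), a normal prior (640), the unadjusted p (756), all 16 libraries (907) and a normal prior with the unadjusted p (1002) came within 1.5 times, and RLE size factors (262), no filter (442), the block (229), offsets (410), offsets with the block (461), no adjusted p under 0.05 in Input (85) and a call for the difference (0) did not. For the second, the unadjusted p (830), all 16 libraries (605) and a normal prior with the unadjusted p (823) did, and DESeq2 without shrinkage (402), a normal prior (399), RLE size factors (199), no filter (367), the block (166), offsets (409), offsets with the block (397) and the stricter rules (180 and 0) did not. DESeq2 with a normal prior and the unadjusted p contained all 924 and all 823 genes of Dataset 1 and dropped none, with log2 FC differing by at most 4.912e-06 and -log10 of the unadjusted p by at most 3.991e-05 from it. Of the 1747 genes of Dataset 1, 925 had an adjusted p under 0.05 in that fit, so the P behind Dataset 1 is unadjusted. The unadjusted p alone, within edgeR, brought every count of this part but that of kinases within 1.5 times of the paper's. DESeq2 with a normal prior and the unadjusted p also gave 78 G5-Enhanced genes that are not in Dataset 1, 22 of them in the liver list.

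The paper's number of TOP mRNAs among the G5-Enhanced genes is 64, where Table S1 lists 63, against 8 here. DESeq2 without shrinkage (53), a normal prior (54), the unadjusted p (63), no filter (50), offsets with the block (44), all 16 libraries (63) and a normal prior with the unadjusted p (63) came within 1.5 times, and RLE size factors (7), the block (10), offsets (37) and the stricter rules (3 and 0) did not. The paper's number of histone mRNAs is 19 against 5. The unadjusted p (13), all 16 libraries (14) and a normal prior with the unadjusted p (19) did, and DESeq2 without shrinkage (11), a normal prior (12), RLE size factors (5), no filter (10), the block (10), offsets (5), offsets with the block (4) and the stricter rules (4 and 0) did not. The paper's number of mitochondrial ribosomal protein mRNAs is 13 against 6. DESeq2 without shrinkage (9), a normal prior (11), the unadjusted p (14), no filter (14), offsets (10), offsets with the block (11) and a normal prior with the unadjusted p (13) did, and RLE size factors (5), the block (7), all 16 libraries (22) and the stricter rules (0 and 0) did not, and of the 16 fits that left out 1 library, those without Polysome Ctrl 3 (9) and without Polysome siRNAG5 4 (11) did. For every other count in this part, no fit that left out 1 library did.

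The paper's number of Sm mRNAs is 5 against 1 here, counted over 8 Sm genes, and the 1 is SNRPF, which is not among the 5 that the paper names, of which 0 were called by edgeR. DESeq2 without shrinkage (5), a normal prior (5), the unadjusted p (6), offsets (4), offsets with the block (4), all 16 libraries (6) and a normal prior with the unadjusted p (5) came within 1.5 times, and RLE size factors (0), no filter (2), the block (1) and the stricter rules (0 and 0) did not. The paper's number of LSM mRNAs is 4 against 0 here by edgeR, counted over 12 LSM genes. A normal prior (3), the unadjusted p (4), all 16 libraries (4) and a normal prior with the unadjusted p (4) did, and DESeq2 without shrinkage (2), RLE size factors (0), no filter (2), the block (0), offsets (1), offsets with the block (2) and the stricter rules (0 and 0) did not. The paper's number of kinase mRNAs is 40 against 11, and of TMEM mRNAs 24 against 5, over members defined here from Dataset 1, which may not be the paper's. For kinases a normal prior with the unadjusted p (33) came within 1.5 times and no other alternative did. For TMEM, the unadjusted p (16) and a normal prior with the unadjusted p (20) did, and no other alternative did. The surrogate variable, chosen after seeing the values, gave 1427 and 1572 called genes, 851 G5-Enhanced and 847 G5-Repressed genes, 62 TOP, 16 histone, 14 mitochondrial ribosomal protein, 6 Sm, 3 LSM, 25 kinase and 17 TMEM mRNAs, and it left 311 of the paper's G5-Enhanced and 251 of its G5-Repressed genes uncalled.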

Other observations

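The test of the fall in Input behind the G5-Enhanced set was chosen after the result was seen, and those of seed sites and of RNAs without a poly(A) tail were planned.

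Of the 237 G5-Enhanced genes called here, 193 could be tested in Input, and 150 of them fell there at an adjusted p under 0.05 in edgeR. A candidate explanation for part of the set is a fall in Input that stays above the log2 FC threshold of -0.5. For the genes of Dataset 1, 607 of 702 G5-Enhanced genes were lower in Input, 422 at an adjusted p under 0.05, and 516 of 584 G5-Repressed genes were higher, 167 at an adjusted p under 0.05. Since the set was chosen for a call in Polysome without one in Input, its difference between the fractions is no test, and whether these genes changed beyond Input stays open.

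Replication-dependent histone mRNAs were lower in both fractions. A loss of RNA without a poly(A) tail from the siRNAG5 polysome libraries would lower other such RNAs too, but of that list only 1 gene, RN7SL2, could be tested in Polysome, with 1224 reads over Ctrl and 425 over siRNAG5 and a log2 FC of -2.20. Its reads also went with the libraries that held liver reads, at 7.12, 5.43, 22.2 and 19.8 CPM in Input Ctrl 1 to 4, 5.33 to 6.14 in Input siRNAG5, 19.5 to 29.4 in Polysome Ctrl and 3.21 to 10.2 in Polysome siRNAG5, so that its fall is no measure of carry-over from these cells. With this 1 gene, carry-over of RNA without a poly(A) tail and an effect on histone mRNAs cannot be told apart.

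Genes with a 3' UTR site for the seed of the Gemin5 siRNA were lower in Input than genes without, matched on 3' UTR length, by a mean log2 difference of -0.0412 (permutation test p = 0.0003, adjusted p = 0.0008), and by -0.0579 in Polysome. Seed effects may thus add to the changes, at a size far under the threshold of 0.5. For the control siRNA a loss of its effect would raise genes with a site, and the Input difference was -0.0219 (permutation test p = 0.0611, adjusted p = 0.0814), against that direction, while in Polysome it was 0.0338 (permutation test p = 0.0190, adjusted p = 0.0304). Genes are not independent replicates in these tests.

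The lists not given elsewhere were as follows. In Polysome, replacement histones had a median of -0.29, brain genes of -0.31, blood genes of -0.48 (4 tested) and the RTqPCR genes of 0.37. In Input, other TOP mRNAs had a median of 0.23, mitochondrially encoded genes of -0.18 and small nucleolar RNA host genes of -0.15. The TOP mRNAs of the paper's RNA immunoprecipitation had a median of -0.86 in Polysome with 3 of 7 called, and its histone mRNAs of -1.10 with 2 of 4 called. Of the genes of Table S5, the 10 TOP mRNAs had a median of -0.74 (-0.735) in Polysome, 0 called lower by edgeR and 1 higher, with 7 at an unadjusted p under 0.05, and 7 of 11 histone mRNAs could be tested, with a median of -0.57 and 1 called.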
